# Acetyl Zingerone: A Photostable Multifunctional Skincare Ingredient That Combats Features of Intrinsic and Extrinsic Skin Aging

**DOI:** 10.3390/antiox12061168

**Published:** 2023-05-29

**Authors:** Thomas A. Meyer, William R. Swindell, Ratan K. Chaudhuri

**Keywords:** acetyl zingerone, non-sacrificial antioxidant, anti-inflammatory, selective chelator, incident and delayed CPDs, matrisome modulator, anti-senescence, tetrahexyldecyl ascorbate, clinical studies, skin microbiome

## Abstract

The cumulative damage skin sustains from exposure to environmental stressors throughout life exerts significant effects on skin aging and cancer development. One of the main ways by which environmental stressors mediate their effects within skin is through induction of reactive oxygen species (ROS). In this review, we chronicle the multiple properties by which acetyl zingerone (AZ) as a skincare ingredient can benefit skin (1) by helping manage overproduction of ROS through multiple routes as an antioxidant, physical quencher and selective chelator, (2) by fortifying protection after UV exposure ends to prevent the type of epidermal DNA damage that correlates with development of skin cancer, (3) by modulating matrisome activity and nurturing the integrity of the extracellular matrix (ECM) within the dermis and (4) through its proficient ability to neutralize singlet oxygen, by stabilizing the ascorbic acid precursor tetrahexyldecyl ascorbate (THDC) in the dermal microenvironment. This activity improves THDC bioavailability and may blunt pro-inflammatory effects of THDC, such as activation of type I interferon signaling. Moreover, AZ is photostable and can sustain its properties during UV exposure, in contrast to α-tocopherol. All these properties of AZ translate into measurable clinical benefits to improve the visual appearance of photoaged facial skin and to strengthen the skin’s own defenses against sun damage.

## 1. Introduction

With its intimate connection to the outside world, skin needs to defend itself constantly against a highly oxidizing environment [1]. The most relevant environmental stressors known to induce skin damage include solar radiation and air pollution (particulate matter and ozone), in addition to cigarette smoke, climate and lifestyle factors (diet and sleeping patterns) [2,3,4]. The cumulative damage that skin sustains over the course of life from exposure to these environmental stressors exerts significant effects on skin aging and development of skin cancer [5,6,7]. Moreover, recent studies have suggested a potential link between breached barrier function and progression of systemic chronic inflammatory disorders (including atherosclerosis, type II diabetes, osteoporosis, and Alzheimer’s disease) that may accompany advancement into older age. Together, these results suggest that maintaining skin in optimal condition may not only affect skin’s own health and appearance, but also impact overall health as humans progress into older age [8].

Prior work has extensively documented [1,2,3,4,5,6,7,9,10,11,12,13] that one of the main ways by which environmental stressors mediate their effects in skin is through induction of reactive active oxygen species (ROS). ROS constitutes a collection of highly reactive chemical entities, which, if left unchecked, can oxidize key cellular targets (lipids, proteins, DNA, and mitochondria), affect cellular signaling, induce inflammation and influence gene expression pathways. While skin possesses an elaborate network of enzymatic and non-enzymatic antioxidant defenses, studies show that these defenses are inherently weak and easily overwhelmed by the sheer abundance of ROS generated within skin upon exposure to environmental stressors, especially solar radiation, and ambient pollution [12,14,15]. When skin’s antioxidant defenses become depleted, the resulting excess of ROS leads to oxidative stress, a condition that perturbs the skin’s barrier function (loss of hydration, increased susceptibility to irritants and pathogens), accelerates premature skin aging (fine lines, wrinkles, loss of elasticity, uneven pigmentation, telangiectasia), provokes various dermatological disorders (assorted photodermatoses, atopic dermatitis, psoriasis, vitiligo) and facilitates development of melanoma and non-melanoma skin cancers [7,16,17].

Much of the skin damage induced by exposure to environmental stressors, however, can be greatly mitigated or prevented by application of topical products that contain the right mix of specialized ingredients. These include moisturizing agents to help maintain skin’s hydration and barrier function [18], sunscreen active ingredients to protect against the harmful effects of sun’s ultraviolet (UV) radiation [19] and efficacious ingredients with capacity either to neutralize the deleterious effects of ROS before they can induce damage within skin (i.e., antioxidants) or to work upstream of ROS formation to prevent their formation in the first place (i.e., physical quenchers) [20,21].

Acetyl zingerone (AZ) represents a new kind of skincare active ingredient with the ability to function proactively in multiple ways to help optimize skin’s overall health and appearance. In this review, we chronicle AZ’s multidimensional properties as a skincare active ingredient that contributes to its ability to boost the types of skin defenses needed to thwart premature aging, stimulate visible improvements to the manifestations of photoaging, and to bolster extra protection against the type of DNA damage that correlates with skin cancer development.

## 2. AZ Possesses a Unique Molecular Structure

### 2.1. Origin of Acetyl Zingerone

The chemical synthesis of Acetyl zingerone (AZ) has been described [22]. Briefly, vanillin (4-hydroxy-3-methoxybenzaldehyde) can be condensed with acetylacetone to obtain 3-(4-hydroxy, 3-methoxybenzylidene)-pentane-2,4-dione as an intermediate that is then catalytically hydrogenated to obtain AZ. This process can yield AZ with purity that exceeds 99% by HPLC (typically ranging from 99.3 to 99.9%), with structure confirmed by ^1^HNMR, ^13^CNMR and mass spectral analysis. Acetyl zingerone (trade name: Synoxyl^®^ AZ) is commercially available from Sytheon, Parsippany, NJ, USA. AZ is patent-protected (US 10,568,819, US 10,828,241 and other pending US and International patents), REACH-registered (EC# 820-605-0) and is safe for topical applications (as documented by the studies available for review on ECHA website).

### 2.2. Molecular Features of AZ

AZ’s multifunctional properties originate from its unique chemical structure (3-[4-hydroxy-3-methoxybenzyl]pentane-2,4-dione) which was designed to bear structural resemblance to zingerone (4-[4-hydroxy-3-methoxyphenyl]-2-butanone) and curcumin (1,7-bis [4-hydroxy-3-methoxyphenyl]-1,6-heptane-3,5-dione), two highly efficacious natural skincare ingredients with well-documented antioxidant, anti-inflammatory and anti-aging properties [23,24,25,26,27,28,29,30]. Thus, AZ contains the 4-hydroxy-3-methoxyphenyl ring present in both zingerone and curcumin as well as the 1,3-di-carbonyl moiety present only in curcumin (Figure 1). While it retains many properties of zingerone and curcumin, AZ’s hybrid structure also exhibits improved photochemical stability, especially in comparison to curcumin, which is highly susceptible to degradation under solar radiation [31].

## 3. AZ Is Photochemically Stable and Can Deliver Sustained Benefits

Photochemical stability is an essential molecular property that skincare ingredients must possess to provide sustained benefits, particularly since such products are often be applied to sun-exposed body regions. When molecules are not stable photochemically, they undergo alterations to their chemical structures after they absorb the sun’s radiation that can disrupt their ability to provide sustained benefits. This is illustrated by the photostability profiles in Figure 2, which show that (1) the chemical integrity of AZ remains relatively intact compared with α-tocopherol (Figure 2A), which completely degrades over an irradiation time course [22] and (2) the relative ability to sustain neutralization of peroxyl radicals during irradiation (Figure 2B) is maintained by AZ but not by α-tocopherol in a manner that mirrors changes to their own chemical structures during irradiation (unpublished data). These results support the proposed benefits of AZ as an effective ingredient for use in topical products such as sunscreens as well as daily skincare products, applied to areas of skin that routinely receive sun exposure.

## 4. AZ Manages Excess ROS Formation through Multiple Routes

The overproduction of ROS in skin stimulated by exposure to environmental stressors can be managed by topical application of specialized ingredients. This has mostly been achieved with antioxidants that function to neutralize ROS once formed but before they can inflict damage [32]. To be effective, however, antioxidants must possess the ability to neutralize all the various ROS entities that are directly involved in skin damage. These especially include hydroxyl (•OH) and peroxyl (ROO•) species as free radicals, hydrogen peroxide (H_2_O_2_) as a neutral molecule, singlet oxygen (^1^O_2_) as an electronically excited species and peroxynitrite (OONO^−^) as a reactive anion. While ROS also includes superoxide anion (O_2_^•−^), it is generally much less reactive than other ROS; however, it can reduce ferric and cupric ions that react with H_2_O_2_ via the Fenton reaction to give rise to •OH as a more reactive ROS [33].

While the skin’s intricate network of enzymatic and non-enzymatic antioxidant defenses has the ability to neutralize ROS, prior work has documented that even low exposures to environmental stressors generate such an abundance of ROS that innate defenses become easily overwhelmed. For example, even exposures to the sun that are insufficient to cause erythema are sufficient to induce an abundance of ROS within the skin. When this occurs, ROS are free to attack and damage the skin, creating oxidative stress within it [15].

The key mode of action that antioxidants commonly conjure up relates to their ability to donate an electron or hydrogen atom to neutralize free radicals containing an unpaired electron, which is typically provided by a phenol moiety [34]. While this represents an important property, antioxidants also must be equipped with additional structural features to neutralize other reactive forms of ROS, especially singlet oxygen and peroxynitrite, two of the most potent oxidants formed within biological systems [35,36]. The addition of an acetyl group to afford a 1,3-dicarbonyl functional group on AZ creates a unique chemical structure that features a phenol group, an electron-rich aromatic ring and an enolizable di-carbonyl side chain. As reported previously [22], these functional groups together endow AZ with exceptional properties to neutralize all the most reactive forms of ROS, chelate iron and copper ions to prevent formation of •OH via the Fenton reaction and intercept excited state species of endogenous chromophores to prevent upstream ROS formation in sun-exposed skin (Figure 3).

### 4.1. Direct Neutralization of ROS

The antioxidant properties of AZ have been assessed using the same battery of chemical assays that is commonly utilized in the industry to measure the antioxidant effectiveness of single ingredients or mixtures of ingredients from botanical extracts [22]. These assays established that AZ was significantly more effective than α-tocopherol in neutralizing •OH, ROO•, OONO^−^ or ^1^O_2_ by factors of 17.7, 39.6, 126 or 2.7, respectively. Interestingly, in addition to outdoor environmental stressors, attention has been recently drawn to ozone as an aerial pollutant and source of •OH within indoor environments with added implications for the effects of oxidation in human health [37]. These results hold relevance for the skin since α-tocopherol is the chief constituent of vitamin E found in human skin and since vitamin E is the main lipophilic non-enzymatic antioxidant of the skin’s innate defenses. Moreover, depletion of vitamin E upon exposure of skin to environmental stressors has been shown to represent an early and sensitive in vivo biomarker of oxidative stress [38].

Two other salient findings from these model reactions also underscored the effectiveness of AZ as a multi-functional antioxidant [30]. First, the findings revealed that AZ deactivates ^1^O_2_ predominantly via physical quenching as opposed to chemical scavenging, in contrast to α-tocopherol which functions mainly through chemical scavenging. Physical quenchers restore ^1^O_2_ back to its original ground state (^3^O_2_) without being consumed in the process, whereas scavengers work through a chemical reaction and as a result become consumed and sacrificed. Many organic compounds typically deactivate ^1^O_2_ through a combination of both physical quenching and chemical scavenging; however, physical quenching appears more favorable for electron-rich aromatics containing phenol or methoxy groups, both of which reside on AZ [39,40]. The non-sacrificial nature of physical quenching bestows additional advantages to AZ since it can deactivate significantly more molecules of ^1^O_2_ than other conventional antioxidants that function via chemical scavenging. Secondly, AZ displays high efficiency to scavenge OONO^−^, which aligns with the presence of the 1,3-dicarbonyl group on the aromatic ring. Prior work documents that peroxynitrite shows high reactivity toward enolizable carbonyls, either through one-electron oxidation or nucleophilic addition reactions [41].

### 4.2. Selective Chelation of Fe^2+^ and Cu^2+^

The interaction of Fe and Cu ions with excess levels of H_2_O_2_ via the Fenton reaction is recognized as an important source of •OH within the skin [9]. This species of ROS is highly reactive and is a main initiator of lipid peroxidation. Normally, the levels of •OH are kept in check through the action of the skin’s major endogenous antioxidant defense enzymes, superoxide dismutase (SOD) and catalase (CAT). SOD dismutates O_2_^•−^ to H_2_O_2_ and then CAT reduces H_2_O_2_ to water [42]. In this way, the skin’s endogenous antioxidant enzymes help protect cells against •OH toxicity. However, excess levels of Fe^2+^ and H_2_O_2_ commonly occur in human skin because of exposure to environmental stressors such as UVA radiation. This exposure to UVA triggers immediate release of Fe^2+^ within cells from the iron-storage protein ferritin [43] and stimulates increased levels of H_2_O_2_ in stratum corneum and dermal fibroblasts by attenuating CAT but not SOD activities, which cause imbalances in the CAT/SOD ratios that lead to H_2_O_2_ accumulation [44,45].

Through the di-keto tautomer of the 1,3-dicarbonyl moiety, AZ has been shown to chelate Fe^2+^ with high efficiency. In simple model reactions between Fe^2+^ and H_2_O_2_, AZ was found to abolish production of •OH and was significantly more effective than EDTA as a common chelator and even more effective than Deferiprone, a pharmaceutical active used for chelation therapy and one of the most potent known iron chelators [46].

### 4.3. Physical Quenching of Key Excited State Chromophores in Skin

An abundant source of ROS within the skin originates from its exposure to solar radiation. Numerous studies confirm that both UV and visible spectral regions of solar radiation induce significant levels of ROS formation within the skin, with at least 50% of ROS originating from short-wavelength visible radiation [10,47]. Solar radiation exerts its effects in the skin through endogenous chromophores in cells or extracellular matrix, which absorb incident radiation and as a result form excited state species that subsequently sensitize production of ROS via Type I or Type II oxygen-dependent reaction pathways. In Type I pathways, excited state species interact directly with biomolecules (such as DNA) through electron donation or abstraction to form radicals that subsequently react with molecular oxygen to generate ROS, whereas in Type II reactions, the excited state species interact directly with molecular oxygen (O_2_) via energy transfer to form singlet oxygen (^1^O_2_) [48]. Many endogenous chromophores within the skin capable of absorbing UV and visible light have been identified along with the specific ROS that they have been found to sensitize, including melanin, NADPH oxidase, lipofuscin, porphyrins, riboflavin, and urocanic acid, among others [49].

With their clear link to excess ROS formation and oxidative stress, excited states of endogenous chromophores that form within the skin during exposure to solar radiation have emerged as molecular targets for upstream ROS prevention [50]. Advanced glycation endproducts (AGEs) are one of the main groups of heterogenous chromophores that comprise potent sensitizers of photooxidative stress in skin [51]. AGEs are derived from non-enzymatic reactions between amino groups on side chains of lysine and arginine residues in proteins and reactive carbonyl compounds, including reducing sugars such as glucose and other reactive carbonyl species such as malondialdehyde, glyoxal, methylglyoxal or glucasone that arise as byproducts of lipid peroxidation, glycolysis, or sugar oxidation. AGEs are formed intracellularly and extracellularly but are especially abundant on collagen and elastin in the dermis, where they accumulate with chronological age as well as in the skin regularly exposed to the sun over the course of life [52]. AGEs absorb UVA radiation forming excited states that sensitize the formation of O_2_^•^, H_2_O_2_ and ^1^O_2_ [51].

As discussed previously, excited state species can be intercepted by molecules acting as physical quenchers. In this mechanism, physical quenchers directly accept the energy of excitation from endogenous chromophores such as AGEs before they can form ROS, thereby restoring excited chromophores to their original ground states. At the same time, the excess energy acquired by physical quenchers elevates them into excited states, which they subsequently dissipate as heat. Once physical quenchers dissipate their excess energy, they can continue to relax more excited chromophores in the same fashion. In this way, physical quenchers are self-regenerating and are not sacrificed or consumed in the process in contrast to traditional antioxidants, which confers extra advantages in skin photoprotection from excess ROS generation [50,51].

Interestingly, the performance of physical quenchers can be distinguished from that of antioxidants with a specially designed assay based on suppression of cleavage of plasmid DNA containing glycated bovine serum albumin as a representative AGEs under irradiation with UVA [50,51]. In this assay, plasmid DNA is cleaved equally well in the presence or absence of molecular oxygen, indicating that the only way to inhibit cleavage is to intercept the excited states of AGEs before they can directly interact with plasmid DNA. When added to the assay prior to irradiation, AZ inhibited plasmid DNA cleavage by 85%, which confirms that AZ has the capability to interfere with AGE photosensitization. That AZ has been shown to deactivate ^1^O_2_ predominantly through physical interaction without chemical depletion also implies that AZ could inactivate AGE-excited states through physical rather than chemical quenching. In this regard, AZ performs similarly to L-proline and its ester derivatives, compounds that are also identified in this screening assay and recommended as novel physical quenchers for extra protection against photooxidative stress [50].

In summary, AZ’s unique chemical structure equips it with the ability to manage excess ROS formation and contribute to the skin’s antioxidant defenses through multiple pathways (Figure 4), including (1) direct neutralization of the most reactive forms of ROS; (2) predominate deactivation of ^1^O_2_ through physical quenching; (3) inhibition of •OH formation through selective chelation of Fe^2+^; and (4) physical quenching of excited-state AGE, one of most potent mediators of photooxidative stress identified within the skin.

### 4.4. Management of Excess ROS Levels by AZ Translates into Biological Systems

The proficiency of AZ to manage excess ROS levels in biological systems has been demonstrated in keratinocytes by monitoring the extent to which AZ modulated intracellular build-up of ROS when cells were exposed to real-world doses of environmental stressors, including UVA, blue light, or urban dust as a form of particulate matter [22,46]. In all cases, exposure of cells in the absence of AZ to each environmental stressor significantly increased ROS levels by several factors relative to unexposed control cells. Pre-treatment of cells with AZ, however, prior to being stressed with blue light or particulate matter, reduced ROS levels in a dose-dependent manner, with even the lowest dose (31.2 µg/mL) providing significant reductions whilst higher doses (125 and 250 µg/mL) restored ROS levels to those of unstressed control cells [46]. Similarly, incubation with 25 or 50 µg/mL of AZ prior to UVA exposure reduced intracellular ROS levels by about 35% and 46%, respectively [22]. In agreement with these results, pre-incubation of cells with AZ over similar doses was also found to reduce lipid peroxidation in keratinocyte membranes by about 62–88% when the cells were stressed with particulate matter [46]. The fact that AZ does not absorb UV or visible radiation and therefore cannot function through a sunscreen-type effect further reinforces AZ’s unique properties to attenuate excess ROS formation in cells [22].

Overall, these results (1) certify that AZ continues to function as efficiently in biological systems as it does in chemical assays; (2) emphasize that AZ is highly efficient in protecting cells against the build-up of excess ROS induced by exposure to environmental stressors most implicated as causes of premature skin aging; and (3) highlight the ability of AZ to intercept ROS in biological systems once formed but before they can attack and inflict damage to major biomolecules such as lipids; and (4) confirm that AZ itself does not act as a photosensitizer in cells upon exposure to UV or blue light since otherwise it would increase rather than decrease the intracellular ROS levels. This latter point is important as it has been documented that many compounds, especially botanical extracts, while efficient in chemical assays, can become strong photosensitizers under UV or visible radiation [49].

## 5. AZ Abrogates Ongoing CPD Formation

One of the most salient observations in photobiology in recent years was that the formation of cyclobutane pyrimidine dimers (CPDs) continues to occur in the skin for several hours in the dark after UV exposure stops. CPDs represent the main class of DNA lesions that correlate strongly with induction of melanoma and non-melanoma skin cancers and arguably characterize the most important type of photodamage caused by sun exposure. Ongoing formation of CPDs in the dark (dCPDs) was first reported in melanocytes [53] and more recently in keratinocytes both in vitro and in vivo [54,55].

The striking feature of ongoing generation of dCPDs is that it occurs through a novel mechanism that invokes chemiexcitation. Chemiexcitation refers to the generation of excited state species at the expense of chemical reactions as opposed to direct absorption of UV or visible radiation that forms the basis of photochemistry. CPDs arise from excited state species of DNA (DNA*), which until recently were thought to originate in mammalian cells solely from the absorption of UV radiation. However, it is now appreciated that DNA* can arise through an alternative pathway in the absence of UV radiation via chemiexcitation. To date, this alternative chemiexcitation pathway to CPDs has been best characterized in melanocytes. Briefly, after UV exposure stops, sustained peroxynitrite (OONO^−^) oxidizes melanin to generate 1,2-dioxetanes as high-energy intermediates, which subsequently decompose to generate excited state triplet carbonyls as a product. With high energy, such excited state triplet carbonyls can transfer their energy to DNA to produce DNA*, the key entity that precedes the formation of CPDs. Interestingly, dCPD formation occurs to a significant extent not only after irradiation but also during irradiation in melanocytes. In fact, at any time point after UV-exposure, it is estimated that the chemiexcitation pathway accounts for about 50% of total CPDs created in melanocytes, which illustrates the significance of the chemiexcitation pathway and potentially suggests a new role for melanin in cancer development [53].

While they constitute effective defenses against erythema and while numerous studies document their ability to inhibit CPD formation (iCPDs) during sun exposure [56,57], sunscreens lack the ability to intervene in ongoing dCPD formation once sun exposure stops. This stems from the observation that sunscreens only exert protective benefits by functioning on the skin’s surface layers to absorb and neutralize harmful UV radiation before it can reach and damage the underlying skin. Moreover, sunscreens have no capacity to neutralize ROS or to prevent ROS from forming within skin upon exposure to UV radiation [49,58]. These shortcomings highlight the need for additional additives to bolster protection against dCPD formation not only in sunscreens but in all topically applied products.

Additional studies have been completed to investigate the ability of AZ to protect against dCPD formation. In one study, when added to pigmented melanocytes immediately after UVA exposure, AZ (25 µg/mL) inhibited ongoing dCPD formation by about 82% within the first hour post-UVA exposure, confirming the ability of AZ to intervene effectively in the chemiexcitation pathway of dCPD formation [22]. In this study, AZ’s effectiveness was attributed to its efficient properties to scavenge OONO−, chemically reduce 1,2-dioxetane intermediates or physically quench the excited state triplet carbonyls that form from the thermal decomposition of the 1,2-dioxetane intermediate, all of which would reduce the formation of DNA* and hence inhibit dCPD formation. That AZ was added to melanocytes post-UVA exposure, coupled with the fact that AZ does not absorb UVA radiation, also supports a mechanism in which AZ does not function through a sunscreen-type effect.

In a separate study, AZ and several of its chemical analogs [59] were evaluated to probe the AZ’s mechanism of action in pigmented melanocytes in greater detail. From structure–activity relationships, this study ruled out the possibility that AZ’s efficacy stems from reduction in 1,2-dioxetane intermediates but did establish that the integrity of the pentane-2,4-dione group on AZ was essential to its ability to block dCPD formation. In addition, the study found that AZ could reduce dCPD formation by upregulating nucleotide excision repair (NER) enzymes, which predominantly repair CPD lesions, or by inhibiting nitric oxide synthase (NOS) activity. Inhibition of NOS lowers the production of nitric oxide (NO•), which is a critical precursor along with superoxide anion (O_2_^•−^) in the formation of OONO^−^. Stimulating CPD repair or lowering OONO^−^ levels would also reduce dCPD formation. In conjunction with previous observations, the results support the hypothesis that AZ functions through multiple routes to block dCPD formation in pigmented melanoctyes, including (1) directly scavenging OONO^−^, (2) physically quenching intermediate formation of triplet carbonyls, (3) upregulating NER enzymes or (4) inhibiting NOS activity. Interestingly, physical quenching of triplet carbonyls by plant polyphenolic compounds has drawn considerable attention recently as a mechanism to prevent dCPD formation [60]. Thus, as was the case in chemical assays, these results highlight the capability of AZ to exert multifunctional properties in biological systems to reduce dCPD formation.

## 6. AZ Alters the Expression of Genes Contributing to Age-Related Extracellular Matrix (ECM) Dysregulation, Cellular Senescence and Inflammaging

Repeated daily exposure to exposomal factors (sun, pollution, climate, tobacco) and their complex interplay drive premature or extrinsic aging of skin throughout life. Visible signs of premature aging (coarse wrinkles, roughness, sagging, loss in elasticity, uneven pigmentation) overlay those of natural intrinsic aging (skin thinning, dryness, fine wrinkles) and make the skin appear older than its actual chronological age [1,2,3,4]. Of all environmental stressors, sun exposure may account for as much as 80% of the visible signs of facial aging (i.e., photoaging), while exposure to air pollution in the form of particulate matter correlates with hyperpigmentation and wrinkle formation [61,62]. The clinical signs of premature aging are closely associated with major alterations and breakdown of collagen and elastin, two of main constituents within the extracellular matrix (ECM) of the dermis. These include reductions in collagen levels, owing to self-perpetuating cycles of degradation and inhibition of de novo synthesis, plus accumulation of abnormal, non-functional elastotic material called solar elastosis. Together, these alterations in collagen and elastin lead to loss in skin stiffness, resiliency, and elasticity, which manifest clinically as sagging, wrinkles, and laxity in skin’s appearance, which have long been considered hallmarks of photoaging [63].

### 6.1. Alteration of Age-Related ECM Dysregulation

Numerous studies over the past years have correlated oxidative stress and excess ROS production with increased expression of matrix metalloproteinases (MMPs) that have capacity to degrade ECM proteins [64,65]. More recently, attention has been focused on the important role that ECM provides in regulating fibroblast function [65,66,67]. From this viewpoint, the chronic burden of ROS produced in the skin from both environmental stressors and intrinsic sources induce continual collagen fragmentation and disorganization, which decreases fibroblast attachments to the ECM scaffold, collapses their size and affects their function. These physical changes in fibroblast morphology stimulate further ROS and oxidative stress within the cells to promote increased production of multiple MMPs, increased levels of the matricellular protein CCN1 (cellular communication network factor 1) and decreased TGF-β (transforming growth factor β) signaling. This ultimately leads to the development of an age-associated dermal microenvironment (AADM) characterized by increased collagen breakdown, elevation of inflammatory cytokines (inflammaging) and inhibition of collagen synthesis. Recently, the collective term “matrisome” was used to refer to the set of genes contributing to dermal ECM composition, which can be subcategorized into collagens, proteoglycans, secreted factors, ECM glycoproteins, ECM regulators and other ECM-affiliated proteins [68,69]. This has provided a framework in which the foundations of human skin aging can be viewed as a disorder of matrisome components.

Gene expression analyses evaluating the effects of AZ conducted with microarrays in reconstituted human epidermis have suggested mechanisms by which AZ may improve or maintain ECM integrity [70]. AZ bolstered synthesis of mRNAs encoding genes from several core matrisome categories, including collagens (*COLL11A2*, *COL6A3*, *COL11A1*), proteoglycans (*OGN*, *VCAN*, *HSPG2*), and ECM glycoproteins (*SPARC*, *MGP, GLDN*, *NOV*). These effects of AZ on ECM components could be attributed to the unique chemical structure of AZ, since they were not observed in the tissue treated with zingerone, a molecule sharing some features with AZ but without a 2,4-pentadione branching chain. Among genes encoding matrix metalloproteinase enzymes, only the expressions of MMP3 and Cathepsin V (CTSV), a member of the peptidase C1 family, were down-regulated by AZ; however, in vitro enzyme assays demonstrated the inhibition of the MMP-1, MMP-3 and MMP-12 proteins. These studies indicate that AZ may maintain collagen structure via two key mechanisms, first by improving de novo collagen synthesis and second by preventing collagen degradation through MMP inhibition.

### 6.2. Alteration of Cellular Senescence

Replicative senescent dermal fibroblasts have been utilized as an in vitro aging model, with defects in collagen homeostasis that resemble those seen in aged human skin [71]. Comparisons between the AZ gene expression signature and those seen during fibroblast senescence have demonstrated a negative correlation, with AZ eliciting a decreased expression of senescence-induced genes (e.g., *SERPINB2*, *MMP3*, *LYPD6B*, *NPAS1*) and an increased expression of senescence-repressed genes (e.g., *OLFML3*, *TMEM119*, *LAMA4*). Many of the senescence-decreased genes up-regulated by AZ were associated with mitosis and microtubule organization, whereas senescence-increased genes down-regulated by AZ were frequently related to cell communication and signal transduction. AZ thus inhibited gene expression patterns associated with fibroblast replicative senescence, the long-term presence of which contributes to skin aging by promoting a senescence-associated secretory phenotype (SASP) that decreases proliferation and activates MMPs.

### 6.3. Alteration of Inflammaging

The accumulation of senescent dermal fibroblasts in aged skin not only contributes to ECM degradation but additionally promotes the release of proinflammatory factors that contribute to inflammaging [72,73]. Expression profiling has identified possible anti-inflammatory mechanisms of AZ, including decreased expression of genes contributing to inflammatory response and chemokine-mediated signaling (e.g., *CXCR4*, *CCL8*, *CCL3*, *BMP2*). Moreover, there was an overall negative correlation between effects of AZ on gene expression and those seen in KCs treated with IL-17A, a cytokine with central roles in inflammation and skin diseases such as psoriasis. Notably, AZ decreased expression of two cytokine-encoding mRNAs stimulated by IL-17A treatment, *IL36G* and *IL20*, suggesting that AZ may inhibit disease-associated cytokine networks triggered as part of the cellular IL-17A response. Moreover, AZ down-regulated genes encoding NF-κβ (*REL* and *RELA*) and the complete set of genes decreased by AZ overlapped with the genes up-regulated by *RELA* overexpression in HaCaT KCs. Overall, these results support the hypothesis that AZ exerts a nurturing influence to promote ECM homeostasis within the dermis, combined with an anti-inflammatory effect within the epidermis, suggesting mechanisms by which AZ can potentially combat skin aging or inflammatory disease (Figure 5).

## 7. AZ Promotes Stability of a Popular Ascorbic Acid Derivative Tetrahexyldecyl Ascorbate (THDC) Resulting in Improved Benefits to Skin

L-ascorbic acid (AA), also known as vitamin C, is essential for maintaining healthy and youthful-looking skin. AA promotes collagen production, improves barrier function and, as a constituent of skin’s innate antioxidant defenses, helps manage excess ROS production to attenuate oxidative stress [74]. Acquired through diet, deficiencies in AA intake are associated with many different types of skin conditions, including scurvy, hyperkeratosis, acne, and slow wound healing, among others [75]. Owing to its notorious chemical instability, however, the delivery of AA to the skin through topical preparations poses substantial formulation challenges [76]. To overcome these instability concerns, many skincare products use esters of AA, which act essentially as prodrugs that require conversion within the skin to release free AA for bioactivity [77]. Indeed, tetra-isopalmitoyl ascorbic acid (VC-IP), a lipophilic AA-ester was reported to undergo 84% conversion to free AA within reconstructed skin in 48 h [78].

One of the most popular AA-esters used today in cosmetic formulations is tetrahexyldecyl ascorbate (THDC), an ester that is structurally similar to VC-IP [79,80]. While THDC exhibits improved chemical stability compared with AA within formulation matrices and enhanced penetration through stratum corneum (due to its lipophilicity), it was reported recently that THDC is highly susceptible to facile degradation in the presence of ^1^O_2_, an entity of ROS that commonly forms within skin that is associated with significant levels of oxidative damage [81]. For example, exposure to ^1^O_2_ degraded TDHC by 94% within 2 min and completely within 6 min. These observations raise stability concerns around the efficacy of TDHC within oxidative microenvironments in the skin and suggest that TDHC may need to be accompanied by stabilizing antioxidants to prolong its lifetime.

With its proficiency in quenching of ^1^O_2_ predominantly through non-sacrificial physical interactions, AZ was found to help preserve the chemical integrity of THDC during ^1^O_2_ exposure. For example, in the presence of AZ, the existence of THDC was extended from 6.4% to 81% and from 0% to 75% after exposure to ^1^O_2_ for 2 or 10 min, respectively [81]. By extending THDC’s lifetime, it should be possible to increase the bioavailability of AA derived from THDC within skin to leverage its anti-aging and skin-brightening benefits. This idea was supported by observations from a gene expression profiling study, which showed that the effects of THDC differ in the absence or presence of AZ [81]. 

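Gene expression in this study was measured on Clariom S arrays in EpiDermFT, a full-thickness human skin model in which keratinocytes form an epidermis over a dermal layer of fibroblasts. Tissues were exposed for 24 h to THDC, to AZ or to THDC+AZ, and 5 arrays per treatment plus 5 control arrays gave 20 in all. The test materials came from a 20 mg/mL stock in dimethyl sulfoxide that was diluted with water and applied to the tissue surface at 10 µg/cm2. The labels do not say whether this dose counts each compound of the combination or their sum. If it counts their sum, each compound was at a lower dose in THDC+AZ than alone. Comparisons of THDC+AZ with THDC or AZ, and the interaction, would then not be at equal doses.

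The deposited values are log2 signals normalized by robust multi-array averaging (RMA), and the medians of the 20 arrays lay between 6.13 and 6.20. RNA was extracted in 2 batches that the groups filled unevenly. Batch 1 held 2 control, 2 THDC, 3 AZ and 1 THDC+AZ array, and batch 2 held 3, 3, 2 and 4. The batches also differed in bacterial spike-in controls. Their log2 signal at the 3' end minus that at the 5' end was 1.27 to 1.76 in batch 1 and 0.38 to 0.73 in batch 2. The batch need not stand for extraction alone. The first principal component of all arrays held 43.6% of the variance and separated the batches, and 3883 genes were higher and 3162 lower in batch 2 at an adjusted p under 0.05 from limma. Every comparison of treatments was therefore fitted with the batch as a term, over 17687 genes with 1 gene symbol each. Once the batches were removed, THDC replicate 5 and AZ replicate 2 lay farthest out on the first component, at 47.2 and 23.4, while the other 18 arrays lay between -20.1 and 17.1.

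The number of arrays limits the precision, and the median standard error (SE) of a log2 fold change between THDC and control was 0.148. In simulated data with the same groups and spread and independent genes, 34.0% of genes shifted by a log2 change of 0.5 were recovered at an adjusted p under 0.05, 95.0% of those shifted by 1 and all 50 of those shifted by 2. Nothing in the labels says that replicates came from separate cultures, so each p measures only the spread between these samples.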

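The genes with the smallest p for a difference between the responses to THDC with and without AZ included *CH25H*, which makes the signaling oxysterol 25-hydroxycholesterol, and *NQO1*, a quinone reductase of the antioxidant response. The log2 fold change of *CH25H* with THDC in the presence of AZ minus that in its absence was -0.98 (SE 0.226, n = 5 arrays per group) and that of *NQO1* was -0.85 (SE 0.206), followed by *CYB5D2* at -0.78. In the other direction stood *GATM*, an enzyme of creatine synthesis, at 1.01 (SE 0.236), *PROSER3* at 0.69 and *VPS37C*, a component of the endosomal sorting machinery, at 0.68. Of these 6 genes none passed the test over all genes (adjusted p = 1.00 from limma for each).

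In the absence of AZ, the smallest p for THDC against control belonged to *MX2*, to *POPDC1* and *LDLRAD1* at 0.49 each, and to *PVRIG*, an inhibitory receptor of lymphocytes, at -0.66, the troponin gene *TNNI1* at -0.63 and *PROSER3* at -0.51. In its presence (THDC+AZ against AZ) they belonged to the bile salt transporter gene *ABCB11* at 0.64, the Wnt receptor gene *FZD10* at 0.57 and *LGALS9B* at 0.53, and to *CH25H* at -0.74, osteopontin (*SPP1*) at -0.57 and *IRF1*. For THDC+AZ against THDC the higher genes were *PROCA1* at 0.60, *EFHB* at 0.55 and *GSAP* at 0.51. The lower genes were *CISD1*, which encodes an iron-sulfur protein of the outer mitochondrial membrane, at -0.72, *OPRK1* at -0.55 and *LSM5* at -0.53. Most genes of this paragraph were dim, with mean signals of 3.66 for *OPRK1*, 4.03 for *EFHB*, 4.16 for *SPP1*, 4.26 for *ABCB11* and 4.50 for *POPDC1*. Only *MX2*, *PROSER3*, *FZD10*, *LGALS9B*, *CH25H* and *CISD1* lay above 6.17, the median of all probe sets.

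Of 17687 genes, 0 were higher and 0 lower at an adjusted p under 0.05 from limma in each of 6 comparisons (THDC, AZ and THDC+AZ against control, THDC+AZ against THDC and against AZ, and the interaction, which is the response to THDC with AZ minus that without). At an unadjusted p under 0.05 there were 322 higher and 327 lower genes for THDC against control, 273 and 313 for THDC+AZ against THDC, 205 and 178 for THDC+AZ against AZ, and 303 and 259 for the interaction, where chance gives 884 genes per comparison. With array weights in limma 1 gene, *CH25H*, passed for the interaction, at -1.27 (adjusted p = 0.0185, and 0.330 to 1.00 for *CH25H* in the other settings). Over all genes, the fold changes for THDC without AZ and with AZ had a Pearson r of -0.0519, against -0.0015 in simulated unchanged groups, though genes are not independent replicates. From the data on stability under singlet oxygen, the paper reasons that AZ extends the lifetime of THDC. It proposes that this may make ascorbic acid derived from THDC more bioavailable in skin. It also states that THDC affects gene expression differently with and without AZ.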

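The interferon-induced GTPases *MX2* and *MX1*, which restrict the replication of viruses, had higher mean values in tissues treated with THDC alone than in control tissues, as did *IL1B*, which encodes the pro-inflammatory cytokine interleukin-1β. The log2 fold change of *MX2* was 0.59 (SE 0.155, n = 5 per group), with all 5 THDC arrays above the mean of the control arrays of their batch (exact permutation within batches, two-sided p = 0.0167, the smallest p it can give). That of *MX1* was 0.37 (SE 0.169), also with 5 of 5 arrays above (exact permutation p = 0.050), and that of *IL1B* was 0.50 (SE 0.226), with 4 of 5 above (exact permutation p = 0.10). Batch 1 alone gave 0.85 for *MX2*, 0.28 for *MX1* and 0.76 for *IL1B*, and batch 2 alone gave 0.41, 0.42 and 0.32. None of the 3 passed over all genes (adjusted p = 1.00 from limma for each). *IL1B* was dim, with a mean signal of 4.79 where the median of all probe sets was 6.17. *STAT2*, a transcription factor of the same pathway, was not analysed here.

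**Figure D1:**
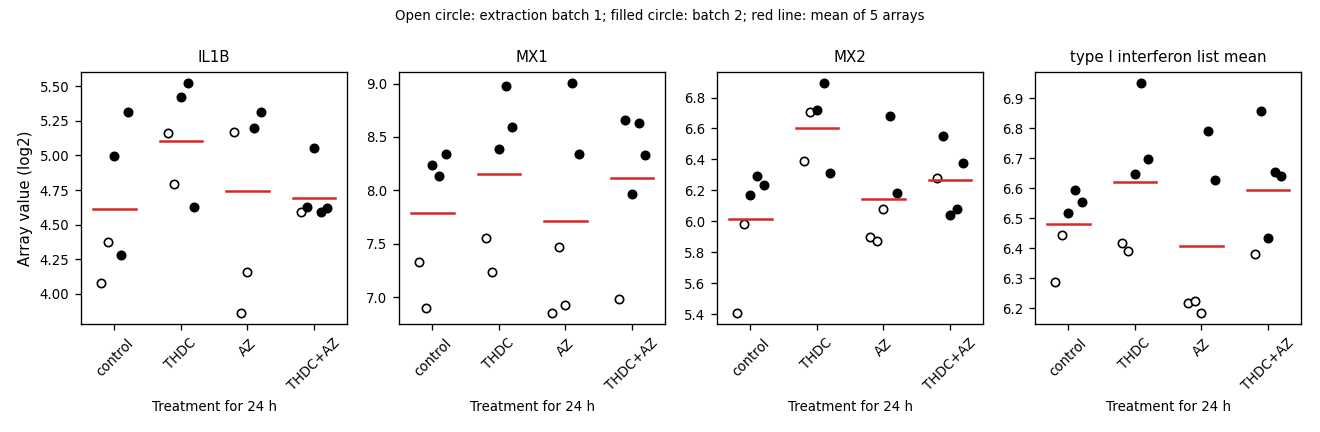
Log2 signals of *IL1B*, *MX1* and *MX2* and the mean log2 signal of 44 genes of the type I interferon response (vertical axes) in the 5 arrays of each treatment (horizontal axis). Circles are arrays, open for extraction batch 1 and filled for batch 2, red lines are means of 5 arrays not adjusted for the batch, and the THDC arrays lie above the controls for *MX2* by 0.85 in batch 1 and 0.41 in batch 2 on average.

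Among 44 measured genes of the type I interferon response, 31 had positive and 13 negative fold changes with THDC. Of these 0 passed over all genes, and 1, *MX2*, was higher when adjusted over the list alone. *IFIH1*, which encodes a sensor of double-stranded RNA, followed at 0.49 (SE 0.208, 0.06 in batch 1 and 0.78 in batch 2). The mean over the list was 0.14 (SE 0.0789), 0.04 in batch 1 and 0.21 in batch 2. Each of the 5 THDC arrays lay above the mean of the control arrays of its batch. Against all other genes the list stood higher with the preset correlation of camera (adjusted p = 0.00047), and the adjusted p was 0.963 with an estimated correlation. An exact permutation of the list mean gave p = 0.050.

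The 3 genes named by the study, *IL1B*, *MX1* and *MX2*, had a mean of 0.48 (SE 0.126), and all 3 were higher when adjusted over the list alone. The study chose them on these samples, so this is not independent evidence of their direction. Their adjusted p from camera was 0.000200, and 0.092 with an estimated correlation. Of 30 genes of the response to interleukin-1 and NF-κB, 18 were positive and 12 negative, with 0 past the threshold either way, a mean of 0.05 (SE 0.0970) and an adjusted p of 0.651 from camera. Beside *IL1B*, the smallest p among them was that of *RELB*, an NF-κB subunit, at -0.35 (SE 0.173).

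Without THDC replicate 4 the interferon list had a mean of 0.09 (adjusted p = 0.073). The mean of the list of interleukin-1 and NF-κB was 0.13 without THDC replicate 5 (adjusted p = 0.0312), the array that stood apart, 0.13 with array weights (adjusted p = 0.0275) and -0.03 without control replicate 4 (adjusted p = 0.707).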

In the absence of AZ, unexpected pro-inflammatory effects of THDC were observed, including up-regulation of *IL1B* and genes associated with the type I interferon pathway (e.g., *MX1*, *MX2*, *STAT2*). These effects of THDC, however, were abrogated in the presence of AZ, and, in fact, the THDC+AZ combination decreased the expression of *IRF1* and the genes associated with chemokine response (e.g., *CCL2*, *ACKR4*, *CXCL6*). 

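With AZ added to THDC, the mean values of *IL1B*, *MX2* and *MX1* were lower than with THDC alone. The log2 fold change of THDC+AZ against THDC was -0.51 for *IL1B* (SE 0.228, n = 5 per group), with 5 of 5 THDC+AZ arrays below the mean of the THDC arrays of their batch (exact permutation within batches, p = 0.0762). It was -0.40 for *MX2* (SE 0.157, 5 of 5 arrays, exact permutation p = 0.0667) and -0.31 for *MX1* (SE 0.171, 4 of 5 arrays, exact permutation p = 0.162). Against control tissues, the same arrays gave -0.01 for *IL1B* (SE 0.228, 0.37 in batch 1 and -0.15 in batch 2), 0.06 for *MX1* (SE 0.171, -0.13 and 0.16) and 0.19 for *MX2* (SE 0.157, 0.58 and 0.03). Leaving out 1 array moved *IL1B* there between -0.16 (without control replicate 4) and 0.13 (without control replicate 5), *MX1* between -0.01 (without THDC+AZ replicate 2) and 0.16 (without THDC+AZ replicate 3), and *MX2* down to 0.09 (without control replicate 1) and 0.10 (without THDC+AZ replicate 1). For THDC+AZ against THDC, batch 1 alone gave -0.39 for *IL1B*, -0.27 for *MX2* and -0.41 for *MX1*, and batch 2 alone gave -0.47, -0.38 and -0.26. None of these values passed over all genes (adjusted p = 1.00 from limma). The same THDC arrays enter THDC against control and THDC+AZ against THDC with opposite signs. Over all genes the fold changes of these comparisons had a Pearson r of -0.554, against -0.497 in simulated unchanged groups. A rise with THDC and a fall when AZ was added are therefore not separate evidence.

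In the type I interferon response, 16 genes were positive and 28 negative for THDC+AZ against THDC, with 0 past the threshold over all genes and 0 when adjusted over the list alone. *RTP4*, an interferon-induced chaperone of receptors, was at -0.44 (SE 0.156). The mean over the list was -0.09 (SE 0.0798, -0.02 in batch 1 and -0.12 in batch 2), lower in 4 of 5 arrays, with an adjusted p of 0.0261 from camera and of 0.963 with an estimated correlation. The call was lost at -0.04 with dim genes left out (adjusted p = 0.206), at -0.03 with no batch term (adjusted p = 0.551) and at -0.08 with the batch as a random block (adjusted p = 0.0827). Against control, 28 were positive and 16 negative with a mean of 0.05 (adjusted p = 0.355 from camera), which was 0.10 without THDC+AZ replicate 3 (adjusted p = 0.0296) and -0.00014 without THDC+AZ replicate 2, led by *IFIH1* at 0.56 and *IFIT5* at 0.38. *IL1B*, *MX1* and *MX2* together averaged -0.40 against THDC (SE 0.127), with 0 past the threshold when adjusted over the list alone, an adjusted p of 0.00165 from camera and of 0.152 with an estimated correlation, and at -0.26 with no batch term (adjusted p = 0.154). As genes chosen by the study on these samples, they are not independent evidence of the direction. The list of interleukin-1 and NF-κB had 13 positive and 17 negative genes, a mean of -0.06 (SE 0.0981, -0.11 and -0.04 in the 2 batches) and an adjusted p of 0.367 from camera. It was lower past the threshold without THDC replicate 5 (-0.15, adjusted p = 0.00436) and with array weights (-0.15, adjusted p = 0.00305). Those were 1 of 10 fits that left out 1 array (adjusted p up to 0.896 from camera) and 1 of 16 other settings, whose means ran from -0.15 to -0.03. *NFKBIE*, an inhibitor of NF-κB, was at -0.28.

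For THDC+AZ against control, the interferon-regulated transcription factor *IRF1* was dim, with a mean signal of 4.86, and stood at -0.27 (SE 0.161, -0.54 in batch 1 and -0.20 in batch 2, exact permutation p = 0.219) and the monocyte chemoattractant *CCL2* at -0.32 (SE 0.190, -0.75 and -0.12, exact permutation p = 0.171). The scavenging chemokine receptor *ACKR4* was at -0.05 (SE 0.289, -0.85 and 0.34) and the neutrophil chemoattractant *CXCL6* at -0.14 (SE 0.291, -0.37 and -0.05). Against THDC the values were -0.27 for *IRF1*, -0.12 for *CCL2*, -0.30 for *ACKR4* and -0.15 for *CXCL6*. Against AZ alone they were -0.59 for *IRF1* (exact permutation p = 0.0167, the smallest p possible) and -0.58 for *CCL2* (SE 0.196, exact permutation p = 0.0167). In the same comparison *ACKR4* was at -0.60 (SE 0.298, exact permutation p = 0.0167) and *CXCL6* at -0.78 (SE 0.301, exact permutation p = 0.133). For each gene, 5 of 5 THDC+AZ arrays lay below the mean of the AZ arrays of their batch. AZ alone against control gave 0.32 for *IRF1* (SE 0.161, 0.23 in batch 1 and 0.43 in batch 2), 0.25 for *CCL2* (SE 0.190, -0.04 and 0.50), 0.55 for *ACKR4* (SE 0.289, -0.13 and 1.21, 3 of 5 arrays above) and 0.64 for *CXCL6* (SE 0.291, 0.57 and 0.69). Without AZ replicate 4 *ACKR4* was at 0.36, and *CCL2* was at 0.39 without control replicate 2 and 0.16 without control replicate 4. None of the values of these genes passed over all genes in limma. The study chose the genes as decreased by THDC+AZ on these samples, so the permutation p values are not independent evidence of their direction.

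Among 55 measured chemokines and chemokine receptors, 23 were positive and 32 negative for THDC+AZ against control (mean -0.01, SE 0.0654, 0.03 without control replicate 5, adjusted p = 0.894 from camera), with 0 past the threshold over all genes and 0 when adjusted over the list alone. *CXCL17* was at -0.31 (SE 0.121) and the interferon-induced chemokine *CXCL9* at 0.33 (SE 0.143). Against THDC, 30 were positive and 25 negative (mean 0.01, adjusted p = 0.817, and -0.04 with array weights), with *CXCL10*, another interferon-induced chemokine, at -0.35 and the receptor *XCR1* at 0.46.

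The mean of the interferon list against THDC was -0.04 without THDC replicate 4 (adjusted p = 0.560), -0.04 without THDC+AZ replicate 3 (adjusted p = 0.406) and -0.09 without THDC+AZ replicate 5 (adjusted p = 0.0779). It was -0.14 without THDC+AZ replicate 2. For THDC+AZ against control, leaving out 1 array moved *ACKR4* between -0.24 (without control replicate 4) and 0.08 (without THDC+AZ replicate 1, the only array of its group in batch 1), *CXCL6* between -0.35 (without control replicate 4) and -0.01 (without THDC+AZ replicate 4) and *IRF1* up to -0.17 (without control replicate 4). Against THDC, *ACKR4* lay between -0.66 (without THDC replicate 5) and -0.10 (without THDC replicate 3), *CXCL6* between -0.33 (without THDC replicate 5) and -0.01 (without THDC+AZ replicate 4), *CCL2* between -0.27 (without THDC replicate 5) and 0.02 (without THDC replicate 3) and *IRF1* up to -0.17 (without THDC replicate 2). In the same comparison *RTP4* was at -0.29, *NFKBIE* at -0.16 and *XCR1* at 0.18 without THDC replicate 5, and against AZ alone *ACKR4* was at -0.38 without AZ replicate 4.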

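The collagenase gene *MMP1* and the epithelial protease gene *MMP7* had lower mean values with THDC+AZ than with THDC or AZ alone, and *MMP14*, which encodes a membrane-bound activator of other metalloproteinases, had a lower mean than with AZ alone and nearly the same mean as with THDC. The log2 fold change of THDC+AZ against THDC was -0.69 for *MMP1* (SE 0.340, n = 5 per group, exact permutation within batches, p = 0.0571), -0.28 for *MMP7* (SE 0.243, exact permutation p = 0.371) and -0.02 for *MMP14* (SE 0.257, exact permutation p = 1.00), with -0.49, -0.28 and -0.50 in batch 1 and -0.83, -0.33 and 0.19 in batch 2. Against AZ it was -0.63 for *MMP1* (SE 0.351, exact permutation p = 0.150) and -0.77 for *MMP7* (SE 0.251, exact permutation p = 0.0167, the smallest p possible). For *MMP14* it was -0.26 (SE 0.265, exact permutation p = 0.167, -0.12 with the GC-rich background of the arrays as a covariate). For each gene, 5 of 5 THDC+AZ arrays lay below the mean of the AZ arrays of their batch. By batch, the log2 fold change against AZ was -0.40, -0.77 and -0.37 in batch 1 and -0.97, -0.90 and -0.42 in batch 2. Against control it was -0.13 for *MMP1* (SE 0.340), 0.06 for *MMP7* (SE 0.243) and 0.09 for *MMP14* (SE 0.257). Batch 1 alone gave -0.67, -0.37 and -0.29 against control for *MMP1*, *MMP7* and *MMP14*, and batch 2 alone gave 0.23, 0.30 and 0.24. None of these values passed over all genes (adjusted p = 1.00 from limma), and *MMP7* was dim, with a mean signal of 5.80.

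Tissues treated with AZ alone had a higher mean *MMP7* than control (0.83, SE 0.243, exact permutation p = 0.030), with 0.40 in batch 1 and 1.20 in batch 2. *MMP1* was at 0.50 (SE 0.340, -0.27 and 1.20, 3 of 5 arrays above), with 0.30 without AZ replicate 4 and 0.16 without control replicate 4. *MMP14* was at 0.35 (SE 0.257, 0.09 and 0.65), with 0.53 without AZ replicate 2 and 0.22 with the background as a covariate. Among 22 measured matrix metalloproteinases, with *MMP1*, *MMP7* and *MMP14* among them, 7 were positive and 15 negative for THDC+AZ against control. Of these 0 passed the threshold over all genes and 0 when adjusted over the list alone. The mean was -0.03 (SE 0.0854, -0.22 in batch 1 and 0.05 in batch 2, adjusted p = 0.623 from camera), and the smallest p belonged to *MMP24* at -0.24 and *MMP25* at 0.23. Against THDC, 8 were positive and 14 negative with a mean of -0.07 (SE 0.0854, -0.18 and -0.04, adjusted p = 0.487), and *MMP26* was at -0.23 (SE 0.139). Array weights gave -0.15 (adjusted p = 0.0188), the only 1 of 16 other settings past the threshold. Of 10 fits that left out 1 array 0 passed it (adjusted p from 0.0802 to 0.935 from camera).

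Together *IRF1*, *CCL2*, *ACKR4*, *CXCL6*, *MMP1*, *MMP7* and *MMP14*, 7 genes that the study chose on these samples, averaged -0.11 for THDC+AZ against control (SE 0.195, -0.55 in batch 1 and 0.11 in batch 2), with 2 positive and 5 negative (adjusted p = 0.303 from camera). They are not independent evidence of their direction. Against THDC all 7 were negative, *MMP14* only by -0.02 (mean -0.26, SE 0.195, -0.48 and -0.20), with 0 past the threshold when adjusted over the list alone, an adjusted p of 0.0338 from camera and of 0.963 with an estimated correlation. The call was lost at -0.23 with no batch term (adjusted p = 0.139) and at -0.25 with dim genes left out (adjusted p = 0.119), and the mean was -0.47 with array weights. Against AZ all 7 were negative (mean -0.60, SE 0.202, -0.67 and -0.74, exact permutation p = 0.0167), with 4 lower when adjusted over the list alone, an adjusted p of 2.74e-09 from camera and of 0.092 with an estimated correlation. In the same comparison 27 of 28 fibroblast markers were negative, with a mean of -0.20, which was -0.11 with the background as a covariate.

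Genes of keratinocyte differentiation, which build the cornified envelope and the lipid barrier of the epidermis, were mostly below control with THDC+AZ: 59 of 81 were negative and 22 positive, with 0 past the threshold over all genes and 0 when adjusted over the list alone. The cornified envelope genes *SPRR3* and *LCE1A* were at -0.34 (SE 0.213) and -0.26 (SE 0.172). The mean was -0.06 (SE 0.102, -0.19 in batch 1 and -0.03 in batch 2), with an adjusted p of 0.0302 from camera and of 0.979 with an estimated correlation. The call held in 8 of 16 other settings, and the mean was -0.03 after a further quantile normalization (adjusted p = 0.541) and -0.02 with no batch term (adjusted p = 0.692). Against THDC, 53 were positive and 28 negative with a mean of 0.05 (SE 0.102, -0.21 and 0.16, adjusted p = 0.208, 0.09 with no batch term, adjusted p = 0.0268, -0.01 with array weights), and *GRHL1*, a transcription factor of the epidermal barrier, was at 0.28 and the fatty acid elongase *ELOVL4* at 0.35. With THDC alone, 68 of the 81 genes were below control and 13 above, with *LCE1D* at -0.41 (SE 0.185) and the peptidase *KLK13* at -0.36 (SE 0.204). Their mean was -0.10 (SE 0.101, 0.02 and -0.19), with an adjusted p of 0.000200 from camera and of 0.979 with an estimated correlation, and it was -0.06 with array weights and -0.07 after a further quantile normalization.

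Leaving out 1 array made the *MMP14* value against THDC positive in 6 of 10 fits, up to 0.13 without THDC replicate 3, and took it down to -0.38 without THDC replicate 5. In the same comparison *MMP7* lay between -0.57 (without THDC replicate 5) and -0.10 (without THDC replicate 3), and the mean of the 7 genes between -0.46 and -0.13 without the same 2 arrays. Without THDC+AZ replicate 4, *MMP1* was at -0.40 against THDC, -0.35 against AZ and 0.16 against control. Against control *MMP7* was at -0.08 without control replicate 5 and *MMP14* at -0.02 without THDC+AZ replicate 2, and against AZ *MMP14* was at -0.14 without AZ replicate 4. For THDC+AZ against control, *MMP24* was at -0.02 without THDC+AZ replicate 1 and *MMP25* at 0.35 without control replicate 4, and *MMP26* against THDC was at -0.14 without THDC replicate 5. The fibroblast markers had a mean of -0.08 against AZ without THDC+AZ replicate 1.

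Against control, the mean of keratinocyte differentiation with THDC+AZ was -0.10 without control replicate 5, and it lost its call without THDC+AZ replicate 1 (-0.01), THDC+AZ replicate 5 (-0.06) and control replicates 1 (-0.04), 3 (-0.02) or 4 (-0.05), and that with THDC was -0.01 without THDC replicate 5. Without that array the list was at -0.06 for THDC+AZ against THDC, with *ELOVL4* at 0.0093, and *KLK13* was at -0.14 for THDC against control. *SPRR3* was at -0.20 and *LCE1A* at -0.09 without THDC+AZ replicate 1, *GRHL1* at 0.15 without THDC+AZ replicate 4 and *LCE1D* at -0.26 without control replicate 1. The call of the 7 genes against THDC held in 3 of the 10 fits that left out 1 array.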

The THDC+AZ combination additionally decreased the expression of the genes encoding matrix metalloproteinase enzymes (e.g., *MMP1*, *MMP7*, *MMP14*) and replicated many of the gene expression changes seen during KC differentiation. Interestingly, the relative effects of THDC and its combination with AZ in cell-free assays showed that the combination of THDC+AZ led to a more potent inhibition of MMP-1, MMP-2 and MMP-3 enzyme activity compared to THDC alone [81]. These results support the idea that AZ and THDC have favorable synergistic effects, with at least part of the synergism derived from an increased stability of THDC when co-formulated with AZ.

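A departure from the sum of the single effects of THDC and AZ on the log2 scale was measured by the interaction. This reading holds only if each compound had the same dose in the combination as alone, which the labels do not say. At lower doses in the combination, additive effects could give a negative value for genes that both compounds raise. With the batch in the fit the interaction was negative for each of the genes *IL1B*, *MX1*, *MX2*, *IRF1*, *CCL2*, *ACKR4*, *CXCL6*, *MMP1*, *MMP7* and *MMP14*. It was -1.19 for *MMP1* (SE 0.486, n = 5 per group, -0.22 in batch 1 and -2.03 in batch 2), -1.11 for *MMP7* (SE 0.347, -0.68 and -1.53) and -0.74 for *IL1B* (SE 0.326, -0.56 and -0.86). The values of *MX2*, *IRF1* and *MX1* were -0.58 (SE 0.224), -0.58 (SE 0.230) and -0.51 (SE 0.244). The chemokine genes followed at -0.78 for *CXCL6* (SE 0.417) and -0.37 for *CCL2* (SE 0.271), with -0.85 for the receptor gene *ACKR4* (SE 0.413) and -0.37 for *MMP14* (SE 0.367). With no batch term *MX1* and *CCL2* were positive, at 0.03 and 0.02. A negative interaction does not by itself mean a combination below control. Against control *MMP1* was at 0.56 with THDC, 0.50 with AZ and -0.13 with THDC+AZ, and *MMP7* at 0.35, 0.83 and 0.06. THDC alone against control gave 0.25 for *ACKR4*, 0.11 for *MMP14*, 0.01 for *CXCL6*, -0.01 for *IRF1* and -0.21 for *CCL2*. None of the 10 passed over all genes (adjusted p = 1.00 from limma for each).

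*IL1B*, *MX1* and *MX2* averaged -0.61 (SE 0.182, -0.49 in batch 1 and -0.71 in batch 2), and all 3 were lower when adjusted over the list alone, with an adjusted p of 0.000646 from camera and of 0.14 with an estimated correlation, and the mean was -0.32 with no batch term (adjusted p = 0.188). The other 7 genes averaged -0.75 (SE 0.279, -0.60 and -1.04), and 1 of them, *MMP7*, was lower when adjusted over the list alone, with an adjusted p of 3.55e-06 from camera and of 0.152 with an estimated correlation. Both sets were chosen by the study on these samples and are not independent evidence of the direction. The interaction also uses the arrays of the comparisons above, so it is not separate evidence from them. In the type I interferon response as a whole, 19 genes had positive and 25 negative interactions (mean -0.09, SE 0.114, 0.13 in batch 1 and -0.27 in batch 2, adjusted p = 0.168 from camera), with 0.04 when there was no batch term, and -0.12 with array weights (adjusted p = 0.0355) and with the replicate number as a block (adjusted p = 0.0353), and with *RTP4* at -0.48 (SE 0.223). Chemokines and their receptors divided into 29 positive and 26 negative (mean -0.03, adjusted p = 0.925), led by the receptors *XCR1* at 0.91 and *CXCR6* at 0.49. Of the matrix metalloproteinases, 8 were positive and 14 negative (mean -0.17, SE 0.122, adjusted p = 0.231). This list holds *MMP1*, *MMP7* and *MMP14*, chosen by the study on these samples, so it is not independent evidence either. The list was lower past the threshold with dim genes, *MMP7* among them, left out (-0.41, adjusted p = 0.0227). It was also lower past it with array weights (-0.28, adjusted p = 0.00712) and with no batch term (-0.26, adjusted p = 0.0304). In keratinocyte differentiation 66 of 81 genes had positive interactions, with *KLK13* at 0.63 (SE 0.295) and the transcription factor gene *PRDM1* at 0.48 (SE 0.250). Their mean was 0.15 (SE 0.146, -0.08 in batch 1 and 0.21 in batch 2), with an adjusted p of 0.000327 from camera and of 0.979 with an estimated correlation, and it was 0.08 with array weights and 0.23 with no batch term. In each of these 4 fixed lists 0 genes passed over all genes and 0 when adjusted over the list alone.

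The mean for keratinocyte differentiation was 0.04 without THDC replicate 5 (adjusted p = 0.347) and 0.08 without AZ replicate 2 (adjusted p = 0.0576). These arrays lay farthest out on the first component within batches. The interferon list passed the threshold in 3 of 20 fits that left out 1 array, with adjusted p up to 0.755 from camera in the others. These were the fits without control replicate 2 (-0.15, adjusted p = 0.0221), THDC+AZ replicate 2 (-0.13, adjusted p = 0.0265) or THDC+AZ replicate 1 (-0.11, adjusted p = 0.0413). The metalloproteinases passed in 2 of 20 (adjusted p up to 0.622 in the others), without THDC replicate 5 (-0.22, adjusted p = 0.0312) or THDC+AZ replicate 3 (-0.22, adjusted p = 0.0327). Among single genes, *MMP14* lay between -0.76 (without THDC replicate 5) and -0.21 (without THDC replicate 3) and was at -0.25 with the GC-rich background of the arrays as a covariate, and *CCL2* was at -0.22 without THDC replicate 3 and *MX1* at -0.34 without AZ replicate 4. Without THDC replicate 5, *RTP4* was at -0.32, *XCR1* at 0.60 and *KLK13* at 0.37.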

While the above research strongly supports the need to co-formulate THDC with stabilizing antioxidants, it would be interesting to obtain additional confirmation on the benefits specifically for the combination of THDC with AZ in human skin in vitro by measuring THDC and AA levels within skin both before and after exposure to stressors known to increase the levels of ROS.

## 8. Translation of AZ’s Multiple Properties into Measurable Clinical Benefits

With the demonstration of its broad multifunctional properties in in vitro model studies ranging from proficient management of excess ROS to extra protection against delayed ongoing DNA damage to retinol-like ability to enhance collagen production within skin, the ability of AZ to provide measurable benefits to human skin in vivo has also been confirmed in key clinical studies.

### 8.1. AZ Improves the Appearance of Photoaged Skin

The application of topical products containing specialized ingredients, including plant-derived polyphenolic compounds, retinoids, or hydrating agents such as hyaluronic acid, can be an effective approach to mitigate the appearance of photoaged skin, which is commonly characterized by wrinkles, laxity, redness and dyspigmentation [82,83,84]. In this regard, AZ incorporated into a lotion at 1% was directly compared to its placebo lotion in a randomized double-blind clinical study where subjects applied either of the lotions twice daily to their face over a course of 8 weeks [85]. Compared to placebo, AZ lotion induced visible improvements to the appearance of facial photodamage, including significant reductions in wrinkle severity (−25.7%, *p* = 0.019), wrinkle volume (−30.1%, *p* = 0.003), dyspigmentation (−25.6%, *p* = 0.021) and redness intensity (−20.7%, *p* = 0.035). In addition, both lotions were well tolerated and neither caused any itching, burning or stinging sensations throughout the study.

### 8.2. AZ Supports Skin’s Microbiome in Composition and Diversity

Skin swabs taken from the nasolabial and glabellar skin regions of the face at the onset, and the conclusion of the photoaging study also revealed that the application of neither AZ nor placebo lotion negatively affected the composition or diversity of the skin’s microbiome over the study time course. In fact, AZ treatment (8 weeks) stimulated the skin-friendly *Staphylococcus epidermidis* by >20% vs. baseline, whereas placebo treatment remained practically unchanged. While this is a small study, these results spark interest for several reasons. First, recent research found that *S. epidermidis* plays an important role in maintaining the integrity of the skin’s barrier function by promoting the production of ceramides [86]. Second, *S. epidermidis* has been reported to be a main antagonist to *S. aureus*, a pathogenic organism frequently associated with cellulitis, wounds, and certain inflammatory skin conditions, including eczema, psoriasis and acne [87]. Third, because of their frequent application, the impact that personal care products exert on the diversity of the microbiome has emerged as an area of focus, with potential implications for the skin’s overall health and condition [88].

### 8.3. AZ Strengthens Defenses against UV Exposure

Intermittent or more acute sun exposures that unprotected skin receives during the normal course of daily routines or outdoor recreational activities throughout life have been identified as the single most important environmental stressor that drives premature aging of the skin [2,3,4]. The capacity of AZ to strengthen the skin’s defenses against the damaging effects of sun exposure was evaluated in a double-blind placebo-controlled clinical study, wherein a lotion containing 0.5% AZ was compared to placebo lotion. The primary outcome measure was erythema upon exposure to solar-simulated UV radiation (2 MEDs) after the products were applied to the skin twice daily over seven consecutive days (Chaudhuri, in preparation). Results showed that when two MEDs were administered using low or high irradiances to simulate chronic or acute exposures, the lotion containing AZ significantly reduced (*p* < 0.01) skin redness by 33% and 39%, respectively. That AZ itself exhibits minimal absorbance of solar-simulated UV radiation further emphasizes that AZ cannot provide these benefits through a sunscreen-type effect and must exert its protective benefits by strengthening the skin’s own natural defenses against the damaging effects of UV exposure.

## 9. Conclusions

Acetyl zingerone (AZ) is unique among skincare ingredients for its ability to deliver wide-ranging benefits to the skin. As a single photostable molecule, AZ can help the skin prevent and manage overproduction of ROS induced by continual exposures to environmental stressors, fortify defenses against ongoing epidermal DNA damage after sun exposure stops, and alter expression of genes that otherwise contribute to increased collagen breakdown, elevation of inflammatory cytokines and inhibition of collagen synthesis within the dermis. Moreover, through its proficient ability to neutralize singlet oxygen, AZ helps stabilize the ascorbic acid ester THDC and is thereby postulated to improve the bioavailability of AA within skin microenvironments. Additionally, THDC led to unexpected activation of type I interferon signaling, but this pro-inflammatory effect was suppressed by AZ. All these properties of AZ may translate to multidimensional skin benefits with topical application such as prevention of premature aging, protection against genotoxic insults leading to skin cancer, enhancing the skin’s own defenses against sun damage, and stimulating visual improvements to the appearance of photoaged skin. Thus, given that the skin is the first line of defense against the outer world and is inevitably exposed to diverse exogenous and endogenous stressors, the development of AZ as a specialized ingredient can provide a promising strategy to maintain skin’s health and appearance throughout the lifespan.

## Figures and Tables

**Figure 1:**
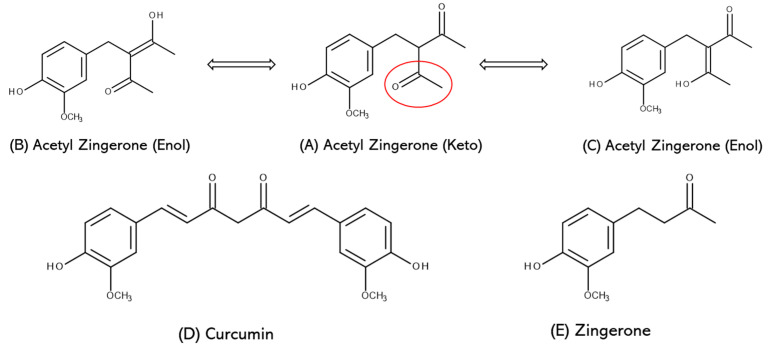
Acetyl zingerone exists as a mixture of (**A**) keto (62 ± 4%) and (**B**,**C**) enol (36 ± 4%) tautomers in methanol as determined by HPLC. The design of acetyl zingerone was inspired by the molecular structures of Curcumin (**D**) and Zingerone (**E**) (adapted from Chaudhuri et al. [22]).

**Figure 2:**
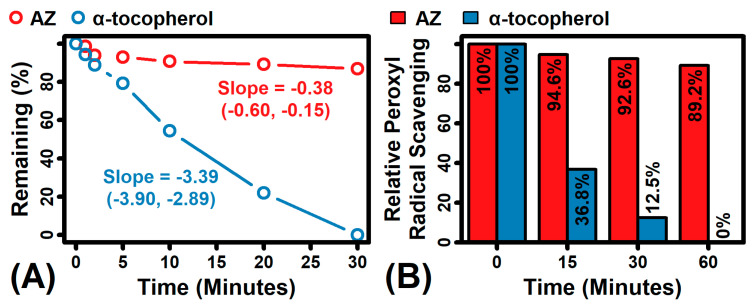
AZ versus α-tocopherol photostability comparison. (**A**) AZ is more chemically stable than α-tocopherol (adapted from Chaudhuri et al. [22]. The estimated decay slope is shown with 95% confidence intervals. (**B**) AZ sustains while α-tocopherol completely loses the ability to neutralize peroxyl radicals in a manner that mirrors their chemical stability when they are exposed to solar-simulated UV radiation over a time course of 1 h (1 h = 23 J/cm^2^).

**Figure 3:**
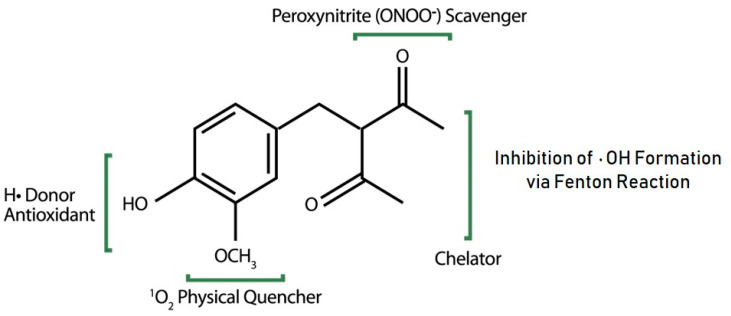
Roles played by different functional groups on AZ (adapted from Chaudhuri et al. [22]).

**Figure 4:**
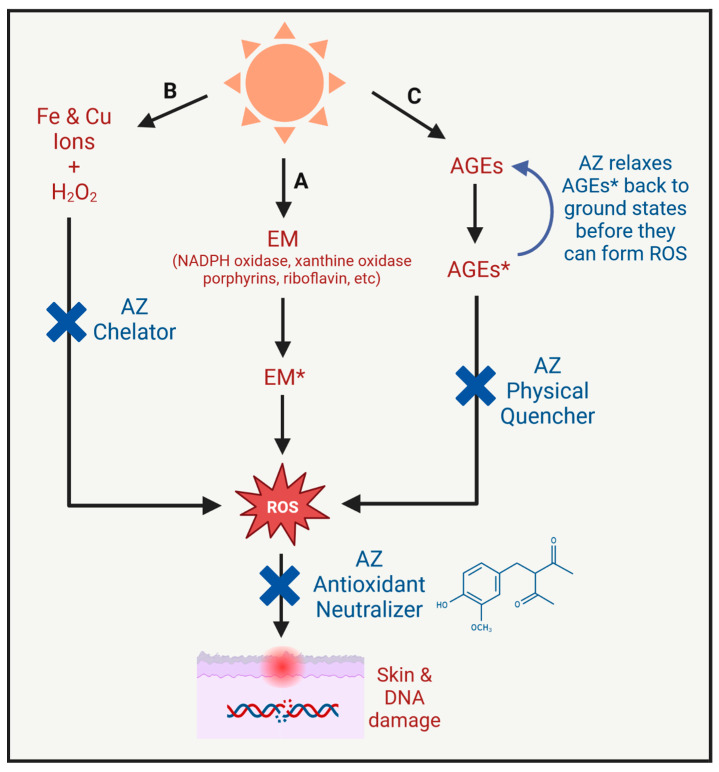
Summary of multiple pathways by which AZ manages overproduction of ROS in skin with sun as the key environmental stressor. A: AZ as a proficient antioxidant neutralizer that captures ROS formed from excited states of various endogenous molecules (EM*) before they elicit skin damage; B: AZ as a selective chelator of iron and copper ions to inhibit production of hydroxyl radicals through the Fenton reaction; and C: AZ as an effective physical quencher of advanced glycation endproducts (AGEs) as one of the most powerful sources of ROS formation contributing to photooxidative stress in skin.

**Figure 5:**
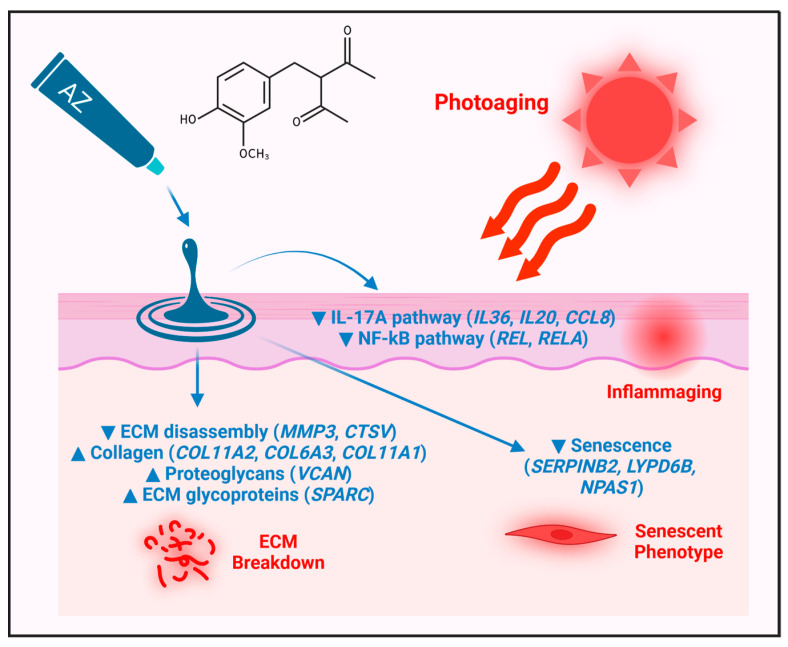
Photoaging and hypothesized mechanisms of protection by AZ. Long-term sun exposure leads to extrinsic skin aging and associated age-related inflammation (i.e., inflammaging), acceleration of fibroblast senescence and, ultimately, breakdown of ECM and the dermal matrix. The application of AZ is hypothesized to combat these effects by inhibiting the IL-17A and NF-kB pathways in the epidermis, down-regulating genes associated with fibroblast senescence, and by orchestrating a shift in the expression of matrisome-associated genes. Such matrisome-related genes are involved in diverse aspects of ECM function, including ECM disassembly, collagen production, and the activity of proteoglycans and ECM glycoproteins.

## Data Availability

Raw and processed microarray data have been submitted to the Gene Expression Omnibus (GEO) database (GSE133340 and GSE182177). All other raw data are available from the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

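The deposited data hold 20 Clariom S arrays of EpiDermFT tissues, 5 each for control, THDC, AZ and THDC+AZ, collected 24 h after exposure. The values are log2 signals as deposited by the authors, who summarized and normalized them by RMA. The version of RMA is not given, and array images were not used. Each of 27189 probe sets has a value between 2.20 and 14.28 in every array, and 9480 probe sets carried no single gene symbol here and entered only 1 of the alternatives. The other 17709 gave 17687 genes, and for the 20 genes with 2 or more probe sets the probe set with the highest mean over all arrays was used. *STAT2* was not analysed here. One THDC+AZ array has the word BOTH as its treatment label, and its title and description name the combination. The paper's text does not name the comparator, the test or the threshold behind the gene expression results.

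Treatments were compared in R 4.3.3 with limma 3.58.1, which fitted 1 linear model per gene over all 20 arrays with a mean for each group and a term for the extraction batch, and moderated the variances without an intensity trend. Residual variances had 15 degrees of freedom and a median residual SD of 0.237. There were 6 comparisons: THDC, AZ and THDC+AZ against control, THDC+AZ against THDC, THDC+AZ against AZ, and the interaction. The p values were adjusted by the method of Benjamini and Hochberg over all 17687 genes in each comparison, and an adjusted p under 0.05 was the threshold. For single genes and list means, an exact two-sided permutation of the 2 groups' labels within batches is given, with 120 permutations for THDC against control, 100 for AZ against control, 105 for THDC+AZ against control or THDC and 60 for THDC+AZ against AZ. The counts of arrays above or below set each array of the first group against the mean of the second group's arrays in the same batch.

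Gene lists, comparisons, tests and alternatives were fixed before the data were examined, apart from those named as later. There were 39 fixed lists, 38 of which had 2 or more measured genes, and 7 lists of genes that the paper names. The shift of each list against all other genes was tested with the camera function of limma at a preset correlation of 0.01 between genes, and its 270 p values, over lists and comparisons together, were adjusted by the same method. The camera function with an estimated correlation and the rotation test fry, which tests whether a list's own genes move on balance one way, were run beside it. With either of these, 0 of the fixed lists passed in any comparison. With the preset correlation, 5 fixed lists passed for THDC against control, 12 for AZ against control, 4 for THDC+AZ against control, 4 for THDC+AZ against THDC, 10 for THDC+AZ against AZ and 12 for the interaction.

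Genes are named by a rule: in each comparison up to 10 with the largest rise and 10 with the largest fall among those past the threshold, or the 3 with the smallest p in a direction where fewer than 3 passed, and in addition every measured gene that the paper names. For a list described in the text, the 2 members with the smallest p are named where none passed. The lists of type I interferon response, interleukin-1 and NF-κB response, chemokines and chemokine receptors, matrix metalloproteinases and keratinocyte differentiation answer statements of the paper. The other lists in the text were picked after their values were seen.

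The alternatives were no batch term, the batch as a random block, the arrays of batch 1 or of batch 2 only, the replicate number as a block beside the batch, a further quantile normalization, centring each array on its median, leaving out genes with a mean below 6.17 (which keeps 9136 genes), the mean of a gene's probe sets, all probe sets, an intensity trend, array weights, only the arrays of the groups compared, an adjusted p under 0.10, and leaving out each array in turn. A covariate for the GC-rich background of each array, the mean of 10 control probe sets, and fits without THDC replicate 5 and AZ replicate 2 were added after the values were seen. The procedure was tested on simulated data for THDC against control, in which 50 genes were shifted by a log2 change of 0.5, 100 by 1 and 50 by 2. Of the shifted genes 17, 95 and 50 were recovered, and 11 of 173 calls were false.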

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

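The tests of explanations for the 3 patterns weighed here were chosen only after the result was seen, while the counts over other splits of the samples were set earlier.

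Of 100 groups of 5 arrays (25 values in 4 treatments), 13 held an array whose gap to the nearest other array, as a share of the group's range, was above the 95% critical value of Dixon's test, where chance gives about 1 in 20. THDC replicate 5 was that array in 5 groups, with a ratio of 0.837 for the first component within batches, 0.834 for the metallothioneins, 0.807 for immediate early genes, 0.805 for keratinocyte differentiation and 0.732 for *MMP14*, where it lay at 8.49 and the other THDC arrays between 9.81 and 10.29. The ratio was 0.852 for the fibroblast markers of AZ replicate 2, 0.791 for *MX2* in control replicate 1, 0.790 for *IRF1* in THDC replicate 2 and 0.712 for *CCL2* in AZ replicate 3. It was 0.719 for the response to interleukin-1 and NF-κB and 0.717 for the targets of IL-17A in control replicate 4, and 0.789 for the response to interleukin-1 and NF-κB and 0.767 for the collagens in THDC+AZ replicate 3.

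Along the first component within batches, arrays of one treatment and batch lay far apart, and THDC replicate 5 lay farthest out at 47.2. The 4 groups held 4.70% of its variance, below the median of 14.5% over 100000 permutations of the groups within batches (p = 0.884). The treatments were thus not separated along it. This share cannot test the source of the spread, since arrays of one treatment and batch do not differ in treatment. The component rose with the GC-rich background of the arrays, with r = 0.853 in the 8 arrays of batch 1 (rho 0.810, exact permutation p = 0.00449) and r = 0.860 in the 12 of batch 2 (rho 0.846, permutation p = 0.00015, and 0.00030 when adjusted for the 2 relations computed). Without the 2 arrays farthest out r was 0.542 and 0.751. A difference in the background between arrays is therefore a candidate explanation, and whether it arose in the tissue, the RNA or the hybridization stays open.

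The mean of the type I interferon list was higher with THDC than in controls by 0.141 (SE 0.0789, 5 of 5 arrays, 0.04 in batch 1 and 0.21 in batch 2). With the GC-rich background as a covariate it was 0.144 (SE 0.0761), so this background took none of the shift away, though the value stays below 2 standard errors. Without THDC replicate 4 the mean was 0.0900 (SE 0.0771), the lowest with 1 array left out, and 1 array as its source cannot be told apart from a response to THDC with so few arrays. A response to THDC stays open as well, as the exact permutation gave p = 0.050.

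The 7 genes that the paper names as decreased by THDC+AZ (*IRF1*, *CCL2*, *ACKR4*, *CXCL6*, *MMP1*, *MMP7* and *MMP14*) were lower than with AZ alone by a mean of -0.601 (SE 0.202), with -0.67 in batch 1 and -0.74 in batch 2. With the GC-rich background as a covariate the mean was -0.522 (SE 0.179), which argues against that background as the whole cause. Fewer fibroblasts in the THDC+AZ tissues cannot be told apart from a response. The 28 fibroblast markers had a mean of -0.20 (-0.11 with that covariate) and the 7 genes lay below them by a further -0.405 (SE 0.132, exact permutation p = 0.0167, the smallest possible), but genes picked by the study as low on these samples tend to lie lower than others for that reason alone. Against control the 7 genes averaged -0.11 with THDC+AZ, with -0.55 in batch 1, which holds 1 THDC+AZ array, and 0.11 in batch 2. With AZ alone each was above control, at 0.32, 0.25, 0.55, 0.64, 0.50, 0.83 and 0.35 in the order named. Over both batches, more of the gap thus lay in AZ alone above control than in THDC+AZ below it. A response to the combination, or to AZ alone in the opposite direction, stays open as untested.

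By the interaction tested with camera at its preset correlation, keratinocyte differentiation stood at 0.146 (adjusted p = 0.000327, and 0.979 with an estimated correlation), with -0.08 in batch 1, 0.04 without THDC replicate 5 and 0.08 without AZ replicate 2 or with array weights. Immediate early genes stood at 0.237 (adjusted p = 0.00021, and 0.648 with an estimated correlation), with 0.14 without THDC replicate 5 or with array weights. The same test gave -0.608 for *IL1B*, *MX1* and *MX2* together (adjusted p = 0.000646, and 0.14 with an estimated correlation), with -0.32 when there was no batch term (adjusted p = 0.188), and -0.752 for the 7 genes (adjusted p = 3.55e-06, and 0.152 with an estimated correlation), all picked by the study on these samples. Over the alternatives, the rotation test fry among them, adjusted p ran in this order from 4.03e-06 to 0.979, from 6.2e-05 to 0.979, from 4.28e-05 to 0.402 and from 6.73e-12 to 0.728, and fry gave the highest of the last 3.

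Chance cannot be excluded for the number of genes at an unadjusted p under 0.05 in limma, with 0 past the adjusted threshold, when 100 splits of the arrays into groups of the same sizes are counted, the real one included. For THDC against control 78 splits gave as many as the real 649 (highest other 1825), for AZ against control 70 as many as 496 (2713), for THDC+AZ against control 65 as many as 540 (2716), for THDC+AZ against THDC 78 as many as 586 (2515), for THDC+AZ against AZ 83 as many as 383 (3043) and for the interaction 74 as many as 562 (2625). The same holds for the number of lists past the threshold of camera, adjusted here within each comparison. The real counts of 5, 12, 2, 4, 11 and 13 in the same order were reached in 88, 24, 95, 83, 21 and 17 splits, with 19, 23, 19, 25, 23 and 22 as the highest others. The other splits had medians of 817, 620, 617, 824, 628 and 754 genes in the same order, each above the real count. The highest splits had several times the real number of genes, and the cause of that was not tested. The batch stayed in every fit as a term. One split for THDC+AZ against AZ had 61 genes past the adjusted threshold.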

How the results depend on the processing

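The covariate for the GC-rich background and the fits without THDC replicate 5 and AZ replicate 2 were chosen only after the values were seen. The count of genes past an adjusted p of 0.05 in limma was 0 in 93 of 95 counts from other settings, those at an adjusted p under 0.10 among them, and in all 70 counts that left out 1 array. The 2 exceptions were counts of 1 with array weights. At an unadjusted p under 0.05 the counts from other settings ran from 267 to 1112 for THDC against control, 219 to 1303 for AZ against control, 193 to 1115 for THDC+AZ against control, 266 to 923 for THDC+AZ against THDC, 155 to 896 for THDC+AZ against AZ and 275 to 1109 for the interaction. Of the log2 fold changes of named genes, 1802 values from other settings and 1558 with 1 array left out kept their direction and their side of the threshold, while 39 and 42 turned and 2 passed the threshold with array weights. Of the list means 400 and 331 kept both, 66 and 28 lost the threshold, 12 and 10 passed it anew and 27 and 21 turned. Signal over background limits the dim genes: 52 of 137 gene results have a mean below 6.17, the median of all probe sets, and have no value where dim genes were left out. *IL1B* (4.79), *IRF1* (4.86) and *MMP7* (5.80), 3 of the 10 measured genes among the 11 that the paper names for THDC or THDC+AZ, are among them. An adjusted p under 0.10 was applied to the counts alone, and an interaction uses all 4 groups, so a fit to only the groups compared was not run for it. The batches are unevenly spread over the groups, and in batch 1 the lone THDC+AZ array is assumed to vary like the other groups. The correlation of fold changes over genes between comparisons that share the control arrays was 0.518 for THDC and AZ, 0.470 for THDC and THDC+AZ and 0.497 for AZ and THDC+AZ. With the control arrays split between the comparisons, which by construction removes the shared control values, it was -0.012, -0.0017 and -0.015. Simulated unchanged groups against shared controls gave 0.494, 0.494 and 0.465.

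The choice of test leaves a mean as it is and moves its p, so with an estimated correlation or with fry the calls of all 18 means past the camera threshold were lost at unchanged values, ECM glycoproteins at 0.091, IL-17A targets at 0.18 and metallothioneins at -0.14 (AZ against control), fibroblast markers at -0.20 and the 7 genes named by the paper at -0.60 (THDC+AZ against AZ), immediate early at 0.24, keratinocyte differentiation at 0.15, *IL1B*, *MX1* and *MX2* together at -0.61 and the 7 genes named by the paper at -0.75 (the interaction), keratinocyte differentiation at -0.10, metallothioneins at -0.20, *IL1B*, *MX1* and *MX2* together at 0.48 and interferon response at 0.14 (THDC against control), keratinocyte differentiation at -0.058 and metallothioneins at -0.19 (THDC+AZ against control) and *IL1B*, *MX1* and *MX2* together at -0.40, the 7 genes named by the paper at -0.26 and interferon response at -0.094 (THDC+AZ against THDC). The count of shifted lists was then 0 in all 6 comparisons, where camera with its preset correlation gave 5 for THDC, 12 for AZ and 4 for THDC+AZ against control, 4 for THDC+AZ against THDC, 10 for THDC+AZ against AZ and 12 for the interaction.

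With array weights, 1 gene, *CH25H*, passed for AZ against control (1303 genes at an unadjusted p under 0.05) and for the interaction (1109), and 0 in the other 4 comparisons (926 for THDC against control, 858 for THDC+AZ against control, 767 for THDC+AZ against THDC and 896 for THDC+AZ against AZ). The count of shifted lists was 11 for THDC against control in place of 5 and 15 for THDC+AZ against THDC in place of 4. The call was lost for metallothioneins at -0.087 (THDC against control). A call was gained for interleukin-1 and NF-κB at 0.13 (THDC against control), interleukin-1 and NF-κB at -0.15 and metalloproteinases at -0.15 (THDC+AZ against THDC) and metalloproteinases at -0.28 and interferon response at -0.12 (the interaction). The direction turned for chemokines at -0.043 and keratinocyte differentiation at -0.0084 (THDC+AZ against THDC) and collagens at 0.0096 and proteoglycans at 0.019 (AZ against control). Among genes the direction turned for *ACKR4* at 0.018 (THDC+AZ against control) and *CCN3* at 0.00018, *IL36G* at 0.094, *MGP* at 0.066, *NPAS1* at -0.060 and *OGN* at 0.27 (AZ against control). With the GC-rich background as a covariate, the count of shifted lists was 5 for AZ against control in place of 12 and 5 for the interaction in place of 12. Calls ended for ECM glycoproteins at 0.054 (AZ against control). Genes that changed sign were *CXCR4* at 0.0098 and *SPARC* at -0.056 (AZ against control). In the arrays of batch 1 only, the count of shifted lists was 3 for AZ against control in place of 12, 0 for THDC against control in place of 5, 9 for THDC+AZ against THDC in place of 4 and 5 for the interaction in place of 12. No longer past the threshold were IL-17A targets at 0.15 and metallothioneins at -0.14 (AZ against control), immediate early at 0.18 and *IL1B*, *MX1* and *MX2* together at -0.49 (the interaction), keratinocyte differentiation at -0.19 (THDC+AZ against control), metallothioneins at -0.061 and interferon response at 0.039 (THDC against control) and *IL1B*, *MX1* and *MX2* together at -0.36 and interferon response at -0.024 (THDC+AZ against THDC). Calls appeared for the 7 genes named by the paper at -0.55 (THDC+AZ against control), though batch 1 holds only 1 THDC+AZ array. List means changed sign for ECM glycoproteins at -0.0070 and collagens at 0.026 (AZ against control), interleukin-1 and NF-κB at -0.011 and keratinocyte differentiation at 0.024 (THDC against control), chemokines at 0.0065 (THDC+AZ against control), keratinocyte differentiation at -0.21 (THDC+AZ against THDC) and keratinocyte differentiation at -0.081 and interferon response at 0.13 (the interaction). The sign of the gene value turned for *CCL3* at 0.17, *CCL8* at -0.080, *COL6A3* at -0.13, *CXCR4* at 0.24, *MMP3* at -0.19, *OLFML3* at -0.076, *SPARC* at -0.16 and *VCAN* at -0.059 (AZ against control) and *MMP14* at -0.29 and *MMP7* at -0.37 (THDC+AZ against control). With no batch term, the count of shifted lists was 7 for AZ against control in place of 12. The call was lost for IL-17A targets at 0.15 (AZ against control), keratinocyte differentiation at -0.016 (THDC+AZ against control), *IL1B*, *MX1* and *MX2* together at -0.26, the 7 genes named by the paper at -0.23 and interferon response at -0.027 (THDC+AZ against THDC) and *IL1B*, *MX1* and *MX2* together at -0.32 (the interaction). A call was gained for keratinocyte differentiation at 0.087 (THDC+AZ against THDC) and metalloproteinases at -0.26 (the interaction). The direction turned for chemokines at -0.0042 (THDC+AZ against THDC), collagens at 0.021 and proteoglycans at 0.0093 (AZ against control) and interferon response at 0.044 (the interaction). Among genes the direction turned for *CCL2* at 0.078 (THDC+AZ against THDC), *CCL2* at 0.021 and *MX1* at 0.029 (the interaction), *HSPG2* at 0.0019 (AZ against control) and *MMP7* at -0.0034 (THDC+AZ against control). In the arrays of batch 2 only, the count of shifted lists was 8 for THDC against control in place of 5. Calls ended for IL-17A targets at 0.21 and metallothioneins at -0.12 (AZ against control), keratinocyte differentiation at -0.028 (THDC+AZ against control) and the 7 genes named by the paper at -0.20 (THDC+AZ against THDC). Newly past the threshold were keratinocyte differentiation at 0.16 (THDC+AZ against THDC) and interferon response at -0.27 (the interaction). Opposite in direction were chemokines at -0.00027 (THDC+AZ against THDC), metalloproteinases at 0.054 and the 7 genes named by the paper at 0.11 (THDC+AZ against control) and proteoglycans at 0.020 (AZ against control). Genes that changed sign were *ACKR4* at 0.34 and *MMP1* at 0.23 (THDC+AZ against control), *BMP2* at 0.046, *CCN3* at 0.036, *CTSV* at -0.022, *IL36G* at 0.14, *MGP* at 0.33, *NPAS1* at -0.15 and *OGN* at 0.67 (AZ against control) and *MMP14* at 0.19 (THDC+AZ against THDC). Without THDC replicate 5 and AZ replicate 2 together, the count of shifted lists was 8 for THDC against control in place of 5 and 10 for THDC+AZ against THDC in place of 4. With the batch as a random block, the count of shifted lists was 2 for THDC+AZ against control in place of 4. The call was lost for keratinocyte differentiation at -0.049 (THDC+AZ against control) and the 7 genes named by the paper at -0.25 and interferon response at -0.079 (THDC+AZ against THDC). The direction turned for collagens at 0.0018 (AZ against control). After a further quantile normalization, the count of shifted lists was 2 for THDC+AZ against control in place of 4. Calls ended for keratinocyte differentiation at -0.025 (THDC+AZ against control). Opposite in direction were collagens at 0.0016 (AZ against control). With dim genes left out, no longer past the threshold were the 7 genes named by the paper at -0.25 and interferon response at -0.044 (THDC+AZ against THDC). Calls appeared for metalloproteinases at -0.41 (the interaction). List means changed sign for chemokines at -0.0074 (THDC+AZ against THDC) and collagens at 0.00065 and proteoglycans at 0.045 (AZ against control). With the replicate block beside the batch term, the call was lost for keratinocyte differentiation at -0.053 (THDC+AZ against control) and metallothioneins at -0.10 (AZ against control). A call was gained for interferon response at -0.12 (the interaction). The direction turned for chemokines at -0.015 (THDC+AZ against THDC). Among genes the direction turned for *CXCR4* at 0.0017 and *OGN* at 0.029 (AZ against control) and *MMP7* at -0.0090 (THDC+AZ against control). In fits to only the arrays of the groups compared, opposite in direction were collagens at 0.00051 (AZ against control). Genes that changed sign were *ACKR4* at 0.0033 (THDC+AZ against control), *IL36G* at 0.029 (AZ against control) and *MMP14* at 0.00034 (THDC+AZ against THDC). With all probe sets, no longer past the threshold were the 7 genes named by the paper at -0.26 (THDC+AZ against THDC). The cause was not tested for any value here, apart from the smaller number of arrays or genes that a setting has by construction.

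Leaving out 1 array in turn gave a lowest and a highest value for each result, and the values in brackets are those without the array named. The counts of shifted lists were 4 to 15 for AZ against control, over 1.5 times off without AZ replicates 1 (4), 3 (7) and 5 (6), control replicates 1 (5) and 3 (6), and 4 to 8 for THDC against control, over 1.5 times off without THDC replicates 2 (8) and 5 (8), and 6 to 16 for THDC+AZ against AZ, over 1.5 times off without THDC+AZ replicates 1 (6) and 3 (16), and 2 to 11 for THDC+AZ against THDC, over 1.5 times off without THDC replicates 2 (7), 4 (2) and 5 (11), THDC+AZ replicate 2 (8), and 2 to 7 for THDC+AZ against control, over 1.5 times off without THDC+AZ replicate 3 (7), control replicate 1 (2), and 7 to 15 for the interaction, over 1.5 times off without AZ replicate 5 (7), THDC replicates 3 (7) and 4 (7), THDC+AZ replicate 1 (7). List means for AZ against control were ECM glycoproteins 0.042 to 0.15, losing the call without AZ replicate 1 (0.067), control replicate 3 (0.042), and IL-17A targets 0.12 to 0.25, losing the call without AZ replicate 1 (0.12), control replicate 4 (0.12), and collagens -0.027 to 0.023, turning without AZ replicates 2 (0.0057) and 5 (0.0056), control replicates 4 (0.0067) and 5 (0.023), and metallothioneins -0.17 to -0.10, losing the call without AZ replicates 2 (-0.10) and 3 (-0.12), control replicate 1 (-0.12), and proteoglycans -0.050 to 0.016, turning without AZ replicates 2 (0.015) and 4 (0.0031), control replicates 2 (0.0014) and 4 (0.016). List means for THDC against control were interleukin-1 and NF-κB -0.027 to 0.13, gaining a call without THDC replicate 5 (0.13) and turning without control replicate 4 (-0.027), and keratinocyte differentiation -0.14 to -0.011, losing the call without THDC replicate 5 (-0.011), and metallothioneins -0.25 to -0.039, losing the call without THDC replicate 5 (-0.039), and interferon response 0.090 to 0.19, losing the call without THDC replicate 4 (0.090). List means for THDC+AZ against AZ were fibroblast markers -0.27 to -0.079, losing the call without THDC+AZ replicate 1 (-0.079). List means for THDC+AZ against THDC were interleukin-1 and NF-κB -0.15 to -0.019, gaining a call without THDC replicate 5 (-0.15), and chemokines -0.027 to 0.040, turning without THDC replicates 2 (-0.010) and 5 (-0.021), THDC+AZ replicates 3 (-0.027) and 5 (-0.00082), and keratinocyte differentiation -0.056 to 0.094, gaining a call without THDC replicate 2 (0.080), THDC+AZ replicate 1 (0.094) and turning without THDC replicate 5 (-0.056), and the 7 genes named by the paper -0.46 to -0.13, losing the call without THDC replicates 1 (-0.25), 2 (-0.25), 3 (-0.13) and 4 (-0.21), THDC+AZ replicates 1 (-0.19), 4 (-0.20) and 5 (-0.27), and interferon response -0.14 to -0.038, losing the call without THDC replicate 4 (-0.038), THDC+AZ replicates 3 (-0.039) and 5 (-0.090). List means for THDC+AZ against control were chemokines -0.046 to 0.030, turning without THDC+AZ replicates 2 (0.010) and 4 (0.011), control replicate 5 (0.030), and keratinocyte differentiation -0.10 to -0.0096, losing the call without THDC+AZ replicates 1 (-0.0096) and 5 (-0.061), control replicates 1 (-0.041), 3 (-0.022) and 4 (-0.052), and metalloproteinases -0.089 to 0.026, turning without THDC+AZ replicates 1 (0.0079) and 4 (0.026), and interferon response -0.00014 to 0.10, gaining a call without THDC+AZ replicate 3 (0.10) and turning without THDC+AZ replicate 2 (-0.00014). List means for the interaction were chemokines -0.070 to 0.0044, turning without THDC replicate 3 (0.0044), and keratinocyte differentiation 0.036 to 0.20, losing the call without AZ replicate 2 (0.083), THDC replicate 5 (0.036), and metalloproteinases -0.22 to -0.11, gaining a call without THDC replicate 5 (-0.22), THDC+AZ replicate 3 (-0.22), and interferon response -0.15 to -0.026, gaining a call without THDC+AZ replicates 1 (-0.11) and 2 (-0.13), control replicate 2 (-0.15). Gene values for AZ against control were *CCL3* -0.083 to 0.10, turning without AZ replicates 3 (0.0075) and 4 (0.037), control replicate 4 (0.10), and *CXCR4* -0.13 to 0.042, turning without AZ replicates 3 (0.027) and 5 (0.042), and *GLDN* -0.12 to 0.056, turning without control replicate 1 (0.056), and *HSPG2* -0.10 to 0.014, turning without control replicates 2 (0.012) and 4 (0.014), and *IL36G* -0.19 to 0.040, turning without AZ replicates 2 (0.031), 3 (0.025) and 4 (0.040), control replicates 3 (0.024) and 5 (0.037), and *MGP* -0.38 to 0.017, turning without AZ replicate 2 (0.017), and *MMP3* -0.028 to 0.46, turning without AZ replicate 4 (-0.028), and *NPAS1* -0.063 to 0.12, turning without AZ replicate 2 (-0.063), control replicate 1 (-0.011), and *OGN* -0.22 to 0.21, turning without AZ replicates 1 (0.054) and 2 (0.21), control replicates 1 (0.16), 2 (0.050) and 4 (0.095), and *SPARC* -0.015 to 0.21, turning without AZ replicates 1 (-0.0067) and 5 (-0.0017), control replicate 3 (-0.015). Gene values for THDC+AZ against THDC were *CCL2* -0.27 to 0.023, turning without THDC replicate 3 (0.023), and *MMP14* -0.38 to 0.13, turning without THDC replicates 2 (0.076), 3 (0.13) and 4 (0.060), THDC+AZ replicates 1 (0.074), 4 (0.033) and 5 (0.0090). Gene values for THDC+AZ against control were *ACKR4* -0.24 to 0.082, turning without THDC+AZ replicates 1 (0.082) and 4 (0.053), control replicates 1 (0.071) and 2 (0.044), and *MMP1* -0.53 to 0.16, turning without THDC+AZ replicate 4 (0.16), control replicate 2 (0.029), and *MMP14* -0.021 to 0.18, turning without THDC+AZ replicate 2 (-0.021), and *MMP7* -0.083 to 0.16, turning without THDC+AZ replicate 2 (-0.049), control replicates 3 (-0.045) and 5 (-0.083). For the values that turned, gained or lost a call here, the cause was not tested beyond the array named.

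Over the other 16 settings per list (15 for the interaction), the number past the threshold is given with the range of adjusted p. ECM glycoproteins in 12 (9.56e-06 to 0.979), IL-17A targets in 11 (0.000685 to 0.979) and metallothioneins in 11 (0.0024 to 0.979) passed for AZ against control. Fibroblast markers in 14 (2.2e-12 to 0.979) and the 7 genes named by the paper in 14 (3.82e-13 to 0.402) passed for THDC+AZ against AZ. Immediate early in 12 (6.2e-05 to 0.979), keratinocyte differentiation in 12 (4.03e-06 to 0.979), *IL1B*, *MX1* and *MX2* together in 11 (4.28e-05 to 0.402), the 7 genes named by the paper in 13 (6.73e-12 to 0.728), metalloproteinases in 3 (0.00712 to 0.979) and interferon response in 3 (0.000226 to 0.979) passed for the interaction. Keratinocyte differentiation in 13 (7.9e-07 to 0.979), metallothioneins in 12 (8.89e-05 to 0.979), *IL1B*, *MX1* and *MX2* together in 14 (7.42e-06 to 0.301), interferon response in 13 (6.68e-05 to 0.979) and interleukin-1 and NF-κB in 1 (0.0275 to 0.979) passed for THDC against control. Keratinocyte differentiation in 8 (0.000738 to 0.979), metallothioneins in 14 (9.93e-07 to 0.979) and the 7 genes named by the paper in 1 (0.00495 to 0.979) passed for THDC+AZ against control. *IL1B*, *MX1* and *MX2* together in 12 (0.000106 to 0.402), the 7 genes named by the paper in 9 (5.03e-06 to 0.979), interferon response in 10 (0.00584 to 0.979), interleukin-1 and NF-κB in 1 (0.00305 to 0.979), keratinocyte differentiation in 3 (3.33e-05 to 0.979) and metalloproteinases in 1 (0.0188 to 0.979) passed for THDC+AZ against THDC. The other 7 lists reported, which are chemokines in 3 comparisons, collagens, proteoglycans, metalloproteinases and the interferon response for THDC+AZ against control, passed in 0 of them.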

Differences from the paper's values

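All comparisons and alternatives in this part were set before the data were examined, apart from the covariate for the GC-rich background, which is 1 of the 16 alternatives counted and was chosen only after the result was seen. The paper states no expression value, comparator, test or threshold for these genes, so only directions are compared.

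The paper reports that THDC+AZ decreased *MMP7* and *MMP14*. Against control they were at 0.06 (SE 0.243) and 0.09 (SE 0.257), with 0 of the 17687 genes past the adjusted threshold of limma and 540 at an unadjusted p under 0.05. *MMP1*, *IRF1*, *CCL2*, *ACKR4* and *CXCL6*, named in the same way, were below control at -0.13, -0.27, -0.32, -0.05 and -0.14, so 5 of the 7 genes had the paper's direction, though *ACKR4* and *MMP1* were above control with the arrays of batch 2 only (0.34 and 0.23) and in 4 and 2 of 10 fits that left out 1 array, and *ACKR4* also with array weights (0.018) and with only the arrays of the groups compared (0.0033). Settings that gave the paper's direction for *MMP7* were batch 1 only (-0.37), no batch term (-0.0034), the replicate block (-0.0090) and leaving out THDC+AZ replicate 2 (-0.049), control replicate 3 (-0.045) or control replicate 5 (-0.083). For *MMP14* they were batch 1 only (-0.29) and leaving out THDC+AZ replicate 2 (-0.021). With AZ alone as the comparator *MMP7* was at -0.77 and *MMP14* at -0.26 (-0.12 with the GC-rich background as a covariate), and with THDC alone they were at -0.28 and -0.02, where *MMP14* was positive with the arrays of batch 2 only (0.19), with only the arrays of the groups compared (0.00034) and in 6 of 10 fits that left out 1 array. As a list the 7 genes had a mean of -0.55 against control in batch 1, which holds only 1 THDC+AZ array, and of 0.11 in batch 2. In no alternative with more than 1 THDC+AZ array were they below control past the threshold of camera (adjusted p = 0.303 in the main fit).

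According to the paper, THDC+AZ replicated many of the changes of keratinocyte differentiation. Of 81 genes of that list 59 were below control, with a mean of -0.06 (adjusted p = 0.0302 from camera, 0.979 with an estimated correlation, and 0.000738 to 0.979 over its alternatives). The call held in 8 of the 16 alternatives and in 5 of 10 fits that left out 1 array, and the mean was below 0 in all of them. Against THDC 53 of the 81 were positive, with a mean of 0.05 (adjusted p = 0.208, and 3.33e-05 to 0.979). The list was higher past the threshold in batch 2 only (0.16), with no batch term (0.087) and without THDC replicate 2 (0.080) or THDC+AZ replicate 1 (0.094). In batch 1, with its lone THDC+AZ array, the mean was -0.21. The paper does not name the genes it counts here.

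*IL1B*, *MX1* and *MX2*, which the paper reports as up-regulated by THDC, were above control at 0.50, 0.37 and 0.59. With the combination they were below THDC at -0.51, -0.31 and -0.40. Both comparisons use the same THDC arrays, so these are not separate evidence. In all settings run, those added later included, 0 of the 10 measured genes named for THDC or THDC+AZ passed the threshold over all genes, and *STAT2*, the other gene named, was not analysed here.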

Other observations

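The lists in this part were picked only after their values were seen. Metallothioneins, which bind zinc and copper, were below control in all 3 treatments, and so was the zinc exporter gene *SLC30A1*, which is counted with them here, with each of the 11 measured genes negative in each treatment. The mean log2 fold change was -0.20 with THDC (SE 0.128, lower in 4 of 5 arrays, -0.06 in batch 1 and -0.29 in batch 2, exact permutation p = 0.217), -0.14 with AZ (SE 0.130, 4 of 5 arrays, -0.14 and -0.12, exact permutation p = 0.080) and -0.19 with THDC+AZ (SE 0.130, 5 of 5 arrays, -0.38 and -0.15, exact permutation p = 0.0286). The smallest p belonged to *MT1M* (-0.27) and *MT1F* (-0.23) with THDC, to *MT1M* (-0.22) and *SLC30A1* (-0.24) with AZ, and to *MT1F* (-0.29) and *MT1M* (-0.27) with THDC+AZ. None passed over all genes or over the list alone. Adjusted p from camera was 0.000306, 0.0137 and 0.000166, with 8.89e-05 to 0.979, 0.0024 to 0.979 and 9.93e-07 to 0.979 over the alternatives, and it was 0.963, 0.979 and 0.963 with an estimated correlation. The 3 treatments share the control arrays, and simulated unchanged groups against shared controls had fold changes with an r of 0.465 to 0.494 over all genes, so a common direction arises in part from the controls and the 3 are not separate evidence. With THDC the mean was -0.04 without THDC replicate 5 (adjusted p = 0.370), with *MT1M* at -0.11 and *MT1F* at -0.07, and -0.09 with array weights (adjusted p = 0.0501). With THDC+AZ it was -0.12 without THDC+AZ replicate 1, and with AZ the call was lost without AZ replicate 2 (-0.10), AZ replicate 3 (-0.12) or control replicate 1 (-0.12) and with the replicate number as a block (-0.10).

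Fibroblast markers, transcripts of the dermal layer, were lower with THDC+AZ than with AZ alone in 27 of 28 genes. The mean was -0.20 (SE 0.175, 5 of 5 arrays, -0.42 in batch 1 and -0.21 in batch 2, exact permutation p = 0.0333), the growth factor receptor *PDGFRA* was at -0.46 and fibrillin (*FBN1*) at -0.33, and none passed over the list alone. Adjusted p from camera was 8.06e-06 (2.2e-12 to 0.979 over the alternatives, 0.963 with an estimated correlation), and the mean was -0.08 without THDC+AZ replicate 1 (adjusted p = 0.081), with *PDGFRA* at -0.28 and *FBN1* at -0.09, and -0.11 with the GC-rich background as a covariate (adjusted p = 0.0071). Immediate early genes, which cells transcribe within minutes of a stimulus, had positive interactions in 19 of 22 genes, with a mean of 0.24 (SE 0.107, 0.18 in batch 1 and 0.24 in batch 2). The growth response factor *EGR3* was at 0.97 (SE 0.260) and was higher when adjusted over the list alone, and *ZFP36*, which encodes a decay factor of cytokine mRNAs, was at 0.64 (SE 0.273). Adjusted p was 0.00021 from camera (6.2e-05 to 0.979 over the alternatives) and 0.648 with an estimated correlation. Without THDC replicate 5 the mean was 0.14 and *ZFP36* was at 0.36, and the mean was 0.14 with array weights.

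AZ alone, for which the paper makes no statement from these tissues, gave a higher mean than control for ECM glycoproteins and for targets of IL-17A in keratinocytes. Of 60 ECM glycoproteins 44 were positive (mean 0.09, SE 0.107, 4 of 5 arrays, -0.01 in batch 1 and 0.17 in batch 2, exact permutation p = 0.340), with *THBS1* at 0.27 and *EFEMP1* at 0.32 and an adjusted p of 0.0033 from camera (9.56e-06 to 0.979 over the alternatives, 0.979 with an estimated correlation). The call was lost without control replicate 3 (0.04, adjusted p = 0.194) or AZ replicate 1 (0.07, adjusted p = 0.0952), and with the GC-rich background as a covariate (0.05, adjusted p = 0.0953), and the mean was 0.15 without control replicate 2 and 0.14 with array weights. Of 30 targets of IL-17A 23 were positive (mean 0.18, SE 0.107, median 0.05, 4 of 5 arrays, 0.15 in batch 1 and 0.21 in batch 2, exact permutation p = 0.220), led by the chemokine *CXCL6* and the antimicrobial defensin gene *DEFB4A* at 1.02. Their adjusted p was 0.0127 from camera (0.000685 to 0.979 over the alternatives, 0.963 with an estimated correlation), and the call was lost without control replicate 4 (0.12, adjusted p = 0.117) or AZ replicate 1 (0.12, adjusted p = 0.319) and with no batch term (0.15, adjusted p = 0.0595). Without control replicate 2 *DEFB4A* was at 0.60. Collagens divided into 17 positive and 24 negative genes (mean -0.0037, adjusted p = 0.908), with *COL16A1* at -0.31 and *COL11A1* at 0.21, and proteoglycans into 11 and 16 (mean -0.01, adjusted p = 0.852), with *SPOCK3* at -0.32 and *ACAN* at -0.23 (-0.15 without AZ replicate 3). In none of these 4 lists did a gene pass over all genes or over the list alone.

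Single genes with the smallest p for AZ against control were *CH25H* at 0.74 (SE 0.158), *ZKSCAN8* at 0.58, *DBF4B* at 0.57, *TNNI1* at -0.54, *CELSR2* at -0.49 and *ASAP2* at -0.44. For THDC+AZ against control they were *FANCI*, a gene of DNA crosslink repair, at 0.67 (SE 0.168), *PKD1L2* at 0.61, the kinase *MAP2K1* at 0.47, the gastric proton pump subunit *ATP4B* at -0.62, *DEPDC7* at -0.53 and *CNRIP1* at -0.50. Each had the same direction in both batches and in 5 of 5 arrays. A choice by smallest p on these arrays favours that, so it is not evidence of reproducibility. None passed over all genes (adjusted p = 1.00 from limma). The lowest mean signals among them were 4.23 for *FANCI* and 4.36 for *PKD1L2*, where the median of all probe sets was 6.17. At an unadjusted p under 0.05 there were 251 higher and 245 lower genes for AZ against control and 296 and 244 for THDC+AZ against control. With array weights *CH25H* passed for AZ against control at 0.85 (adjusted p = 0.0314, and 0.765 to 1.00 for *CH25H* in the other settings).

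The paper also names genes for AZ alone from another experiment. In the tissues described here, their log2 fold changes for AZ against control (batch 1, batch 2) were as follows, with none past the threshold over all genes. Collagens, proteoglycans and ECM glycoproteins: *COL11A2* -0.10 (-0.05, -0.13), *COL6A3* 0.22 (-0.13, 0.53), *COL11A1* 0.21 (0.07, 0.31), *OGN* -0.02 (-0.70, 0.67), *VCAN* 0.17 (-0.06, 0.36), *HSPG2* -0.05 (-0.01, -0.12), *SPARC* 0.06 (-0.16, 0.29), *MGP* -0.18 (-0.71, 0.33), *GLDN* -0.05 (-0.11, -0.04), *CCN3* -0.02 (-0.07, 0.04). Proteases and genes named for fibroblast senescence: *MMP3* 0.27 (-0.19, 0.66), *CTSV* 0.18 (0.38, -0.02), *LYPD6B* -0.26 (-0.26, -0.16), *NPAS1* 0.06 (0.27, -0.15), *OLFML3* 0.26 (-0.08, 0.63), *TMEM119* 0.09 (0.09, 0.11), *LAMA4* 0.07 (0.06, 0.09). Genes named for inflammation: *CXCR4* -0.04 (0.24, -0.32), *CCL8* 0.29 (-0.08, 0.64), *CCL3* -0.02 (0.17, -0.19), *BMP2* -0.17 (-0.40, 0.05), *IL36G* -0.01 (-0.08, 0.14), *IL20* 0.12 (0.18, 0.04), *REL* -0.04 (-0.06, -0.04), *RELA* -0.33 (-0.27, -0.42). Leaving out 1 array moved *CTSV* down to 0.02 (without AZ replicate 3) and up to 0.33 (without AZ replicate 2), *VCAN* to 0.06 (without control replicate 3) and 0.31 (without AZ replicate 2), *CCL8* to 0.17 (without control replicate 4) and 0.47 (without control replicate 2) and *LAMA4* to 0.03 (without AZ replicate 4) and 0.13 (without control replicate 5). *BMP2* was at -0.02 without control replicate 2, *COL6A3* at 0.36 without AZ replicate 2, *OLFML3* at 0.16 without AZ replicate 5, *LYPD6B* at -0.17 without AZ replicate 2, *COL11A2* at -0.06 without control replicate 5, *IL20* at 0.08 without control replicate 2, *REL* between -0.08 (without AZ replicate 3) and -0.01 (without AZ replicate 2) and *CCN3* between -0.04 (without AZ replicate 5) and -0.01 (without AZ replicate 1). The direction of *CCL3*, *CXCR4*, *GLDN*, *HSPG2*, *IL36G*, *MGP*, *MMP3*, *NPAS1*, *OGN* and *SPARC* turned in 1 or more of these fits. With the GC-rich background as a covariate, *COL6A3* was at 0.11, *VCAN* at 0.07, *TMEM119* at 0.04 and *HSPG2* at -0.01, all nearer to no change. *OGN* at -0.24, *MGP* at -0.30 and *NPAS1* at 0.15 lay farther from it, and *CXCR4* (0.01) and *SPARC* (-0.06) turned. *RELA*, an NF-κB subunit, was lower in 5 of 5 arrays (SE 0.137, exact permutation p = 0.040, -0.22 without AZ replicate 4). *CCN3* is the gene that the paper calls NOV, and *SERPINB2* was not analysed here.

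Between the batches, the fold changes of all 17687 genes had a Pearson r of -0.111 for THDC, -0.245 for AZ and -0.112 for THDC+AZ against control, -0.109 for THDC+AZ against THDC, 0.127 for THDC+AZ against AZ and -0.0925 for the interaction. Arrays with the same replicate number in 2 treatments had a mean r of -0.0549 over 30 pairs once batch and treatment were removed. For 120 pairs of unlike numbers it was 0.0169. Of the same-number pairs 24 shared a batch, and of the others 52. Removing the batch lowers r between arrays of one batch by construction, so these means cannot tell whether replicate numbers pair the arrays.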
